# Down-regulation of interleukin 7 receptor (IL-7R) contributes to central nervous system demyelination

**DOI:** 10.18632/oncotarget.16081

**Published:** 2017-03-10

**Authors:** Xudan Lei, Shijiao Cai, Yang Chen, Jianlin Cui, Yajie Wang, Zongjin Li, Yuhao Li

**Keywords:** interleukin 7 receptor (IL-7R), demyelination, myelin basic protein, myelination, zebrafish

## Abstract

Interleukin 7 receptor (IL-7R) has been associated with the pathogenesis of multiple sclerosis (MS), though the mechanisms are not clear. Because myelin expression is highly conserved between zebrafish and mammals, zebrafish have become an ideal model for studying demyelination. We used a transgenic (Tg; *mbp:nfsB-egfp*) zebrafish line in which oligodendrocytes expressed green fluorescent protein (GFP) from the larval stage to adulthood. Exposing adult transgenic zebrafish to metronidazole induced demyelination that resembled the morphological changes associated with the early stages of MS. The metronidazole-induced demyelination was confirmed by magnetic resonance imaging (MRI) for the first time. Microarray analysis revealed down-regulation of IL-7R during demyelination. Targeted knockdown of IL-7R demonstrated that IL-7R is essential for myelination in embryonic and larval zebrafish. Moreover, IL-7R down-regulation induced signaling via the JAK/STAT pathway leading to apoptosis in oligodendrocytes. These findings contribute to our understanding of the role of IL-7R in demyelination, and provide a rationale for the development of IL-7R-based therapies for MS and other demyelinating diseases.

## INTRODUCTION

Demyelinating diseases are characterized by lesions that are associated with loss of myelin, while sparing axons in the nervous system [1]. Demyelination can affect the central nervous system (CNS), and is associated with the pathophysiology of various neurodegenerative diseases including demyelinating disorders like multiple sclerosis (MS) [1]. Although the specific mechanisms of demyelination remain unclear, they include autoimmune and inflammatory responses involving T- and B-lymphocytes [2]. Several pro- and anti-inflammatory cytokines affect the demyelination, both in MS patients and in an experimental autoimmune encephalomyelitis (EAE) animal model [3].

Interleukin 7 (IL-7) is a vital cytokine necessary for the development and survival of T- and B-lymphocytes [4–7]. IL-7 mediates its actions through binding to its specific receptor, IL-7 receptor (IL-7R) [8]. IL-7R is a heterodimer that consists of IL-7R alpha subunit (IL-7Rα) and the common gamma chain (γc), which is shared by the cytokine receptors for IL-2, IL-4, IL-9, IL-15, and IL-21 [9, 10]. The IL-7/IL-7R pathway affects extracellular matrix remodeling and development, and homeostasis of B and T cells [11]. Recent studies have indicated that the IL-7R may be associated with the pathogenesis of MS [12, 13]. Single nucleotide polymorphisms in the gene encoding IL-7Rα have been detected in MS patients with different ethnic backgrounds [14–17]. In the blood of MS patients who have the *IL-7R*α mutation, expression of soluble IL-7Rα was increased, whereas expression of the IL-7Rα dimer on the membrane surface was decreased [18]. In the EAE animal model, the IL-7Rα expression was observed on astrocytes and oligodendrocytes; mice lacking IL-7Rα on hematopoietic cells develop severe EAE [3]. In addition, the IL-7/IL-7R signaling has been implicated in the regulation of Th17 and Th1 cell dynamics in EAE [19]. These findings highlight the importance of investigating the role of IL-7R in demyelination.

The pathogenesis of demyelination was initially investigated using rodents’ animal models. Besides the EAE model, chemical methods, such as feeding cuprizone or injecting ethidium bromide into the central nervous system, have been used to induce demyelination in rodents [20]. Since the myelin structure, myelination, and expression of myelin-related genes are highly conserved between zebrafish and mammals, zebrafish has become an ideal model organism to study demyelination in recent years [21–23]. The transgenic (Tg) fish Tg (*plp-egfp*), Tg (*olig2-egfp*), Tg (*sox10-egfp*), and Tg (*mbp-egfp*) derived GFP by different gene promoters were generated [24–27]. However, demyelination cannot be specifically induced in these transgenic lines. We have recently generated a Tg (*mbp:nfsB-egfp*) transgenic line using nitroreductase/metronidazole cell ablation technology [28]. The *myelin basic protein* gene (*mbp*), which is specifically expressed in oligodendrocyte lineage cells, was used as the marker gene to observe the myelin sheath. In the Tg (*mbp:nfsB-egfp*) line, the oligodendrocytes specifically and continuously express a fusion protein composed of enhanced green fluorescent protein (EGFP) and nitroreductase from the *mbp* promoter [28]. The nitroreductase-metronidazole system allows a targeted cell ablation because the nitroreductase enzyme can convert metronidazole into a cytotoxic agent that only induces death of nitroreductase-positive cells [29]. Therefore, the Tg (*mbp:nfsB-egfp*) zebrafish is a heritable and stable transgenic line that provides a powerful tool to explore the mechanisms governing demyelination.

In this study, we used adult, larval, and embryonic zebrafish models to investigate the mechanisms regulating demyelination. Microarray analysis of gene expression profiles revealed a downregulation of IL-7R during demyelination. Finally, we analyzed the effect of IL-7R suppression on myelination, and investigated the responsible mechanisms.

## RESULTS

### Demyelination in Tg (*mbp:nfsB-egfp*) adult zebrafish induces inflammatory response in the spinal cord

To evaluate the efficiency of cell depletion in adult zebrafish, 4-month-old Tg (*mbp:nfsB-egfp*) zebrafish were exposed to 5 mM metronidazole for 72 h, followed by immunohistochemistry (IHC) of transverse sections of the spinal cord. In control adult zebrafish, the GFP-expressing cells were detected mainly in the ventral spinal cord and the myelin sheath formed in concentric rings around the axons. However, after metronidazole treatment, the number of GFP-expressing cells in the ventral spinal cord was remarkably decreased, and the myelin sheath was incomplete and difficult to identify (Figure 1A). To quantify these findings, the thickness of the myelin sheath and the total area occupied by the GFP-positive cells were scored for both control and metronidazole treated groups. The myelin sheath of the spinal cords in metronidazole treated fish was significantly thinner than that in the control group (Figure 1B; Student's *t* test, ***P < 0.001). Moreover, the GFP-positive area in the spinal cords from metronidazole treated group was remarkably reduced (Figure 1C; Student's *t* test, ***P < 0.001). Therefore, exposure to 5 mM metronidazole for 72 h led to an effective ablation of oligodendrocytes in the spinal cord of Tg (*mbp:nfsB-egfp*) adult zebrafish.

**Figure 1:**
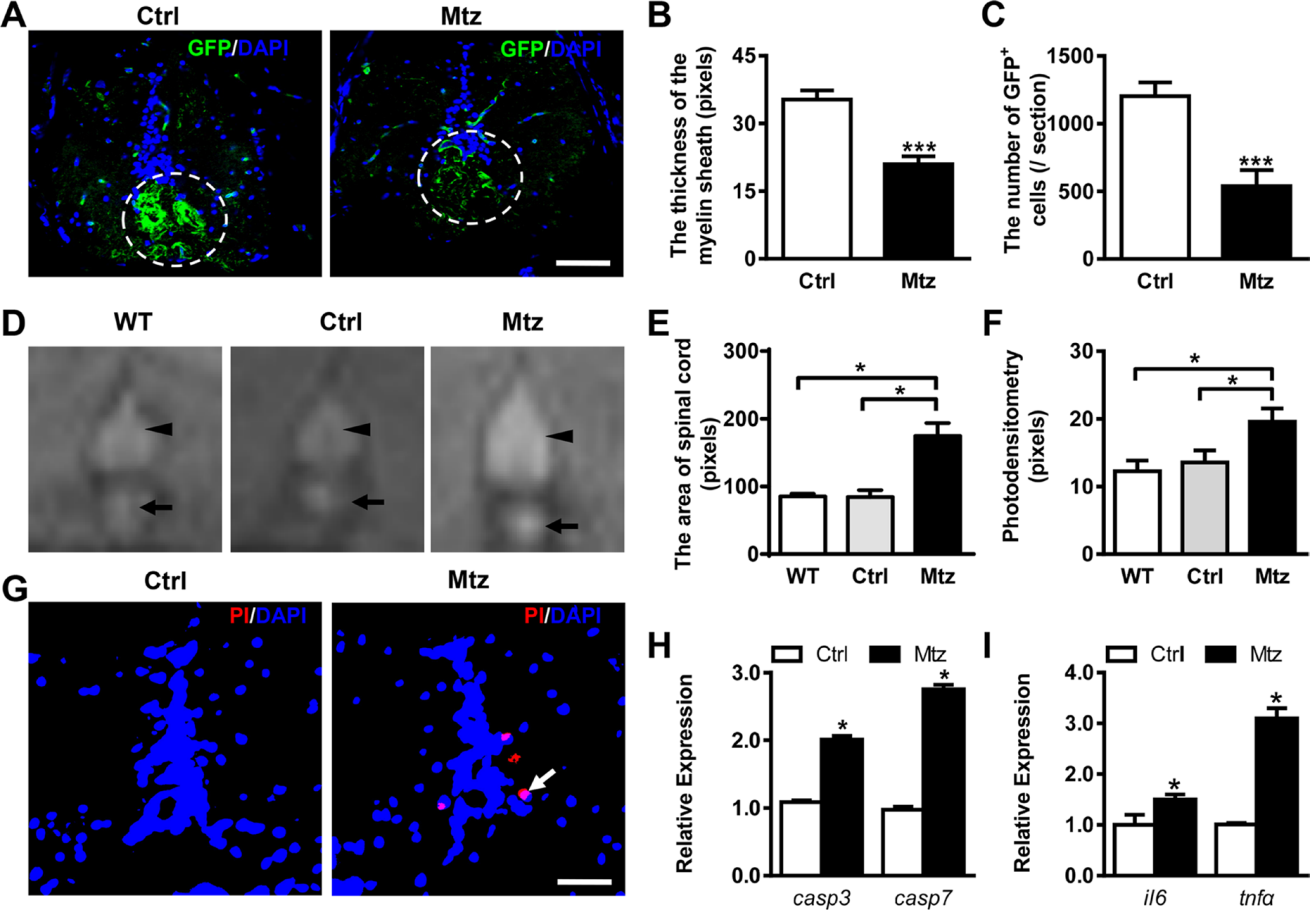
Metronidazole treatment leads to effective demyelination in adult Tg (*mbp:nfsB-egfp*) zebrafish (**A**) Immunostaining of GFP expression on transverse sections taken through the spinal cords of the control Tg (*mbp:nfsB-egfp*) (Ctrl, left view) and the metronidazole treated Tg (*mbp:nfsB-egfp*) (Mtz, right view). Note that there were fewer GFP-positive cells that failed to form the concentric rings structure in the spinal cord in Mtz group. (**B** and **C**) The quantitative comparison of the thickness of the myelin sheath (B) and the number of GFP positive cells (C) between the control (*n* = 8) and metronidazole treated adults (*n* = 9). There were statistically significant differences between the two groups (Student's *t-test*, ***P < 0.001). (**D**) The images of spinal cords (arrowheads) and notochord remnants (arrows) taken using MRI scanning from wild-type (WT), control Tg (*mbp:nfsB-egfp*) adult (Ctrl) and metronidazole treated Tg (*mbp:nfsB-egfp*) adult (Mtz). (**E** and **F**) The statistical analysis of the area and photodensity of the spinal cords from three groups (*n* = 3 in each group). Note that the area and photodensity in Mtz group are significantly increased compared to the WT and Ctrl groups (ANOVA, *P < 0.05). (**G**) The TUNEL staining on transverse section taken through the spinal cords of control Tg (*mbp:nfsB-egfp*) adult (Ctrl, left view) and metronidazole treated Tg (*mbp:nfsB-egfp*) (Mtz, right view). (**H**) The relative expression of *capspase3* (*casp3*) and *caspase7* (*casp7*) mRNA in Ctrl and Mtz groups. (**I**) The relative expression of *interleukin 6 (il6)* and *tumor necrosis factor alpha* (*tnfα*) mRNA in Ctrl and Mtz groups. Note that the expression of *casp3*, *casp7*, *il6* and *tnfα* in the Mtz group is significantly increased compared to the Ctrl group (*n* = 3 in each group; Student's *t* test, *P < 0.05). Dorsal is up in A, D and G. Scale bar: A, 50 μm; G, 100 μm.

MRI is a useful technique to detect the pathological changes of the brain or spinal cord and to monitor the progression of MS [30]. The recent advent of ultrahigh field MRI (7T and more) offers an opportunity to improve the identification of neocortical lesions [31]. In the present study, cross-sectional scanning of the spinal cords of the three groups of adult fish was performed using a 7.0T MRI animal instrument (Supplementary Figure 1). The signal intensity of the spinal cords (Figure 1D, arrowheads) and notochord remnants (Figure 1D, arrows) was increased compared to the surrounding skeletal muscles, which made them easy to identify by T_2_-weighted imaging. Compared with wild-type and control adults, the spinal cord of the metronidazole treated group showed an expanded signal area (Figure 1D). We then scored the total area and photodensity of the spinal cords in wild-type, control, and metronidazole treated groups. No significant difference was found between wild-type and control groups. However, the total area and photodensity of the spinal cords in the metronidazole treated group were significantly increased (Figure 1E and 1F; ANOVA, *P < 0.05), indicating the edema of spinal cords. High water diffusion characteristics within the spinal cord may provide important information about the structural nature of spinal cord pathology [32]. To measure apoptosis, we performed TUNEL assay and qRT-PCR. The results showed an increased number of apoptotic cells in the spinal cord following demyelination (Figure 1G, arrow). In addition, expression of two apoptosis-related genes, caspase 3 and caspase 7, increased significantly in the metronidazole treated group (Figure 1H; Student's *t* test, *P < 0.05). We also measured expression of two inflammatory cytokines, interleukin-6 (IL6) and tumor necrosis factor-alpha (TNFα). Both *IL6* and *TNFα* were increased following demyelination (Figure 1I; Student's *t* test, *P < 0.05). Combined with the IHC data, these results indicate that the metronidazole-induced demyelination triggers an inflammatory response in the spinal cord of adult Tg (*mbp:nfsB-egfp*) zebrafish.

### *IL-7R* is down-regulated following demyelination

To identify the genes involved in the demyelination in our zebrafish model, Tg (*mbp:nfsB-egfp*) larvae were continuously exposed to 5 mM metronidazole from day 5 post fertilization (dpf). 

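The larvae of this line make bacterial nitroreductase (nfsB) and GFP under the promoter of mbp, the gene of myelin basic protein, so that the cells that form myelin convert metronidazole into a toxic product. RNA of whole larvae at 10 dpf was measured on 6 arrays of the Affymetrix GeneChip Zebrafish Gene ST series. There were 3 arrays for control larvae, kept in 0.2% DMSO, and 3 for larvae kept in 5 mM metronidazole and 0.2% DMSO for 5 days. Each array held the pooled RNA of 5 larvae. Because whole larvae were used, the signal of a gene sums over gut, liver, skin, muscle, eye and nervous system, and a change in a small group of cells is diluted by the rest.

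The deposited values were log2 signals, 1 per transcript cluster and array, for 75212 transcript clusters. The median signal lay near 5.1 on each of the 6 arrays and the highest between 13.7 and 13.8, so the arrays had already been brought to nearly the same scale. The paper's text names no normalization. A single gene symbol was attached to 20806 transcript clusters, several symbols to 855 and none to 53551. The SD between the 3 arrays of a group was 0.20 in control and 0.22 in metronidazole-treated larvae at the median transcript cluster. The number of arrays limits the precision of each value. Differences are given as metronidazole minus control on the log2 scale with their standard error from limma, and the p-values were adjusted over all transcript clusters by the method of Benjamini and Hochberg. The paper's methods give Student's t test for comparisons in general and name no test for the arrays, and its larvae came from 3 batches, which the replicate numbers were taken to mark.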

Then, a microarray analysis was performed using RNA isolated from the control and metronidazole treated larvae to identify the alterations in gene expression at 10 dpf (Gene Expression Omnibus accession GSE89215). The criteria for differential expression were the following: ≥ 2-fold for upregulation and ≤ 0.5-fold for downregulation. 1364 genes showed significant changes in signal intensity, among which 271 genes were upregulated and 1093 genes were downregulated (Figure 2A). 

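Among genes with an unadjusted limma p under 0.01 and no overlap between the arrays of the groups, those with the largest differences were lower in metronidazole-treated larvae, though none of them passed the adjusted p. The gene ly6m2, which encodes a small surface protein of the Ly6 family, had a log2 fold change of -3.0 (standard error 0.29, limma adjusted p = 0.565), from 8.64 ± 0.56 in control to 5.64 ± 0.25 in metronidazole-treated larvae (SD, n = 3). Several proteases of the digestive tract followed. The brush border protease gene mep1ba had a log2 fold change of -2.60 (standard error 0.45), the pancreatic carboxypeptidase gene cpa1 -2.14 (standard error 0.43) and the astacin protease gene c6ast3 -2.11 (standard error 0.27). The gene cd74a, the invariant chain of MHC class II in antigen-presenting cells, had a log2 fold change of -2.05 (standard error 0.30). The rest of the 10 largest differences downwards among these genes were in ceacam1 (-2.17), the chitinase gene chia.3 (-2.01), the cytochrome P450 gene cyp2x9 (-1.99), the ammonium transporter gene rh50 (-1.92) and the efflux pump gene abcg2b (-1.90). The largest difference upwards among them was in prdx1, which encodes the peroxide-removing enzyme peroxiredoxin 1, with a log2 fold change of 1.58 (standard error 0.38, adjusted p = 0.952). The glutathione reductase gene gsr had a log2 fold change of 0.80. The rest of the 10 largest differences upwards in this selection lay between 0.67 and 0.97, and were gabrr3a, a GABA receptor subunit, adamts8a, urp2, PNPLA1, the dopamine receptor gene drd7, the potassium channel gene kcnk2b, sptssb and cntnap5b. All 3 metronidazole arrays lay on the same side of all 3 control arrays for each of these 20 genes, and so within each batch, because this was part of how they were picked.

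**Figure D1:**
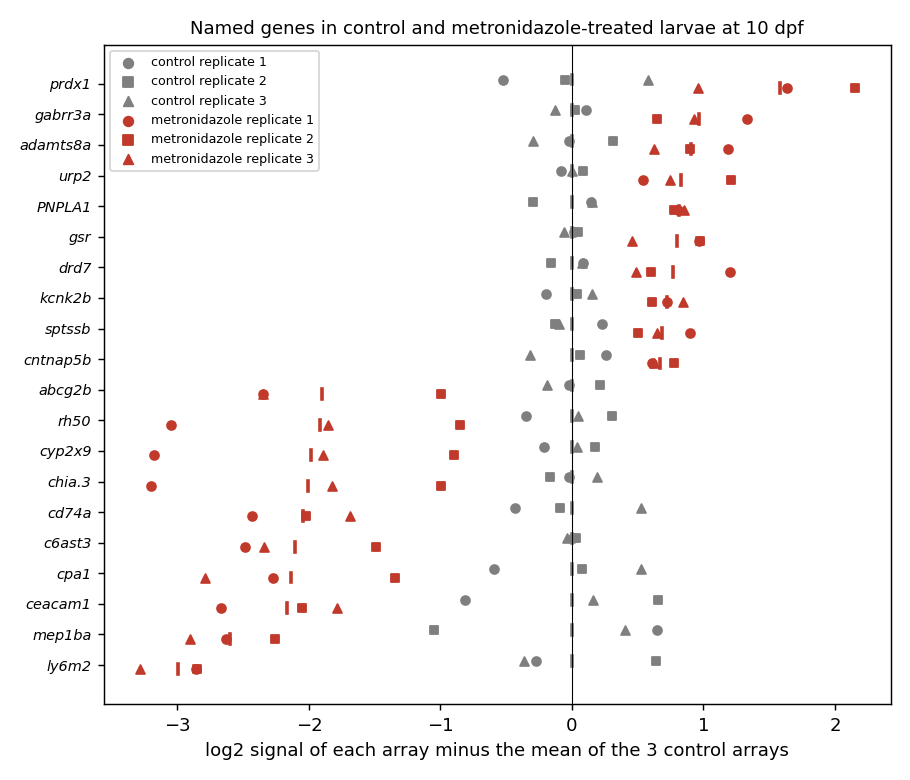
Log2 signal of each array minus the mean of the 3 control arrays, for the 10 genes with the largest difference in each direction among those with an unadjusted limma p under 0.01 and no overlap between the groups. Grey points are control and red points metronidazole arrays, the point shapes are the replicate numbers and the short bars are the group means; ly6m2 has a mean of -3.0 and prdx1 a mean of 1.58, the largest downwards and upwards in this selection.

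At the fold criterion alone, 246 transcript clusters were higher and 831 were lower, so that 77.2% of the 1077 were lower. With 1 transcript cluster per gene, 42 genes were higher and 390 were lower out of 19260. Of the 246 and 831 transcript clusters, 109 and 429 also had an unadjusted p under 0.05 from limma, and 45 and 199 by the methods' t-test. At an adjusted p under 0.05, limma called 0 transcript clusters higher and 0 lower (the lowest adjusted p was 0.444), and the methods' t-test with the same adjustment also called 0. At an unadjusted p under 0.05 limma gave 1673 higher and 1931 lower, 3604 together where chance alone gives 3761, and the methods' t-test gave 1998 higher and 1407 lower. The arrays of the groups did not overlap for 7484 transcript clusters, or 9.95%, where chance gives 10%. The fold counts moved by more than 1.5 times without control replicate 1 (501 higher, 1591 lower), without metronidazole replicate 1 (426 higher), without metronidazole replicate 2 (431 higher, 1351 lower) and without metronidazole replicate 3 (513 higher).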

Twelve relative gene ontology (GO) cluster changes (Supplementary Figure 2A) and 25 relative pathway changes (Supplementary Figure 2B) were detected. 

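Genes of the digestive tract were among those with the clearest group differences. All 25 measured genes of the intestinal enterocyte list, which holds the peptidases and absorptive genes of the gut lining, had negative log2 fold changes, with a median of -1.17. The median was -1.72, -0.78 and -1.12 within the 3 batches. Of the 31 measured genes for exocrine pancreas enzymes, which digest protein, fat and starch, 29 were negative, with a median of -0.59 and batch medians of -0.74, -0.33 and -0.76. By limma's camera with a preset correlation both lists fell (adjusted p = 1.1e-17 for each). Neither call held with an estimated correlation (adjusted p = 0.335 for each). Adjusted over the list alone, 9 of the enterocyte genes and 14 of the pancreas genes were lower at 0.05 and 0 of either were higher, while 0 passed the adjustment over all transcript clusters, where 12 and 18 were lower at an unadjusted p under 0.05. The arrays of the groups did not overlap, all lower, for 10 and 21 of these genes, or all higher for 0 and 1, where chance gives 10% for both directions together. Among the enterocyte genes, dpp4, a brush border peptidase, had a log2 fold change of -1.17 (standard error 0.17), mep1a.1, a meprin, -1.76 (standard error 0.43) and cdx1b, a transcription factor of the gut, -0.66 (standard error 0.16). Among the pancreas genes, amy2a, which encodes amylase, had a log2 fold change of -1.03 (standard error 0.23), sycn.2, a zymogen granule protein, -1.27 (standard error 0.28) and cpa5, another carboxypeptidase, -0.65 (standard error 0.15).

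**Figure D2:**
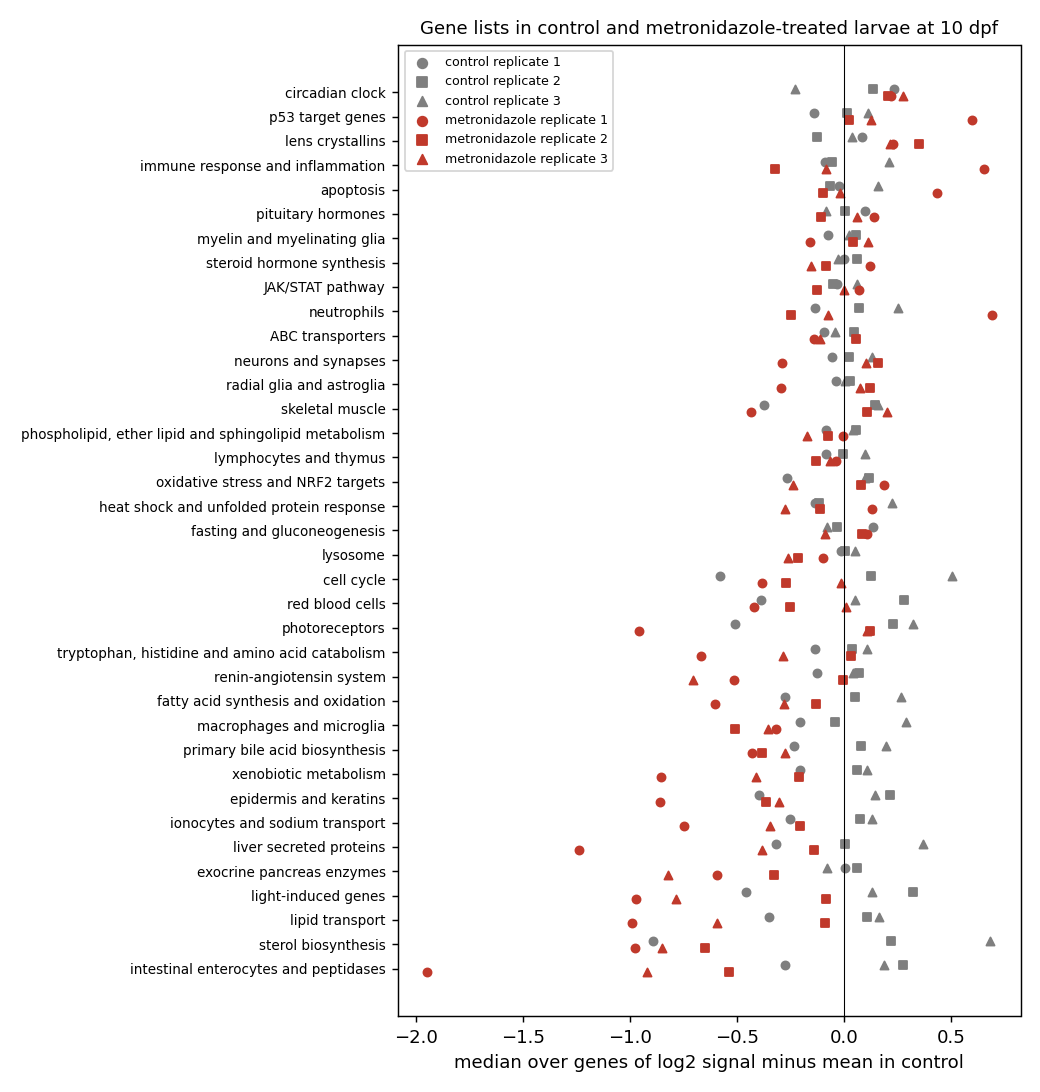
Median over the genes of each of 37 lists of the log2 signal of an array minus the gene's mean in control. Grey points are control and red points metronidazole arrays, and the point shapes are the replicate numbers. The enterocyte list lies at -1.95, -0.54 and -0.92 in metronidazole-treated larvae and between -0.27 and 0.27 in control. The lists of neurons, of myelinating glia and of skeletal muscle overlap between the groups. So do lists with lower medians, such as those of ionocytes, epidermis and liver proteins.

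Over the 37 lists, written before the data were examined, 17 fell and 2 rose by camera with the preset correlation. With an estimated correlation, 0 lists passed (lowest adjusted p = 0.335), and 0 passed by fry, a rotation test of each list by itself, for a change in 1 direction. For changes in either direction fry called 1 list, ionocytes and sodium transport (adjusted p = 0.0499).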

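The gene il7r encodes the alpha chain of the receptor for interleukin 7, a cytokine needed for the growth of lymphocytes. A single transcript cluster measured it (Entrez gene 100134973). Its log2 signal was 5.74 ± 0.62 in control and 4.58 ± 0.03 in metronidazole-treated larvae (SD, n = 3). This is a log2 fold change of -1.16 (standard error 0.30), or 0.449 of the control level. The difference was -0.62, -0.97 and -1.87 within the 3 batches, and each metronidazole array lay below each control array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The adjusted p from limma was 0.952, and the methods' t-test without adjustment gave p = 0.033, where an exact test cannot go below 0.1. In the order of unadjusted p from limma, il7r stood at place 452 of the 75212 transcript clusters. The spread came mainly from the control arrays, and without control replicate 3 the fold was 0.569, which no longer meets the criterion of 0.5.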

Interestingly, we found that the expression of *IL-7R* in metronidazole-treated larvae was significantly decreased (fold change = 0.44; Supplementary Figure 3). 

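In the signal transduction network of Supplementary Figure 4A, the 3 partners of il7r that could be measured were also lower in metronidazole-treated larvae. The gene ptpn6, which encodes a tyrosine phosphatase of blood cells, had a log2 fold change of -0.97 (standard error 0.25), with -0.97, -0.67 and -1.28 within the batches. The gene il2rga, a common gamma chain that pairs with the alpha chain of the interleukin 7 receptor, had a log2 fold change of -0.93 (standard error 0.24), with -0.56, -1.14 and -1.09 within the batches. The gene il2rb, the beta chain of the interleukin 2 receptor, had a log2 fold change of -0.51 (standard error 0.21), with -0.29, -0.65 and -0.58 within the batches. The limma adjusted p over all transcript clusters was 0.952 for each, so 0 of the 4 genes with il7r passed, and all 4 had an unadjusted p under 0.05. By the methods' t-test 3 of them did. Adjusted over the list alone, 4 of 4 passed (p from 0.0096 to 0.044 by limma), which is not independent evidence, since the study drew this network from these arrays. With control replicate 2 or 3 or any metronidazole array left out, 3 of 4 passed over the list alone. Outside that network, the other gamma chain gene il2rgb had a log2 fold change of 0.15 (standard error 0.12), with each metronidazole array above each control array.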

The global signal transduction network also showed an inhibition of *IL-7R* (Supplementary Figure 4A). We analyzed the network and interacting partners with String-db software (http://www.string-db.org/), and found that *IL-7R* was experimentally determined to interact with JAK1 and JAK3 (Supplementary Figure 4B).

**Figure 2:**
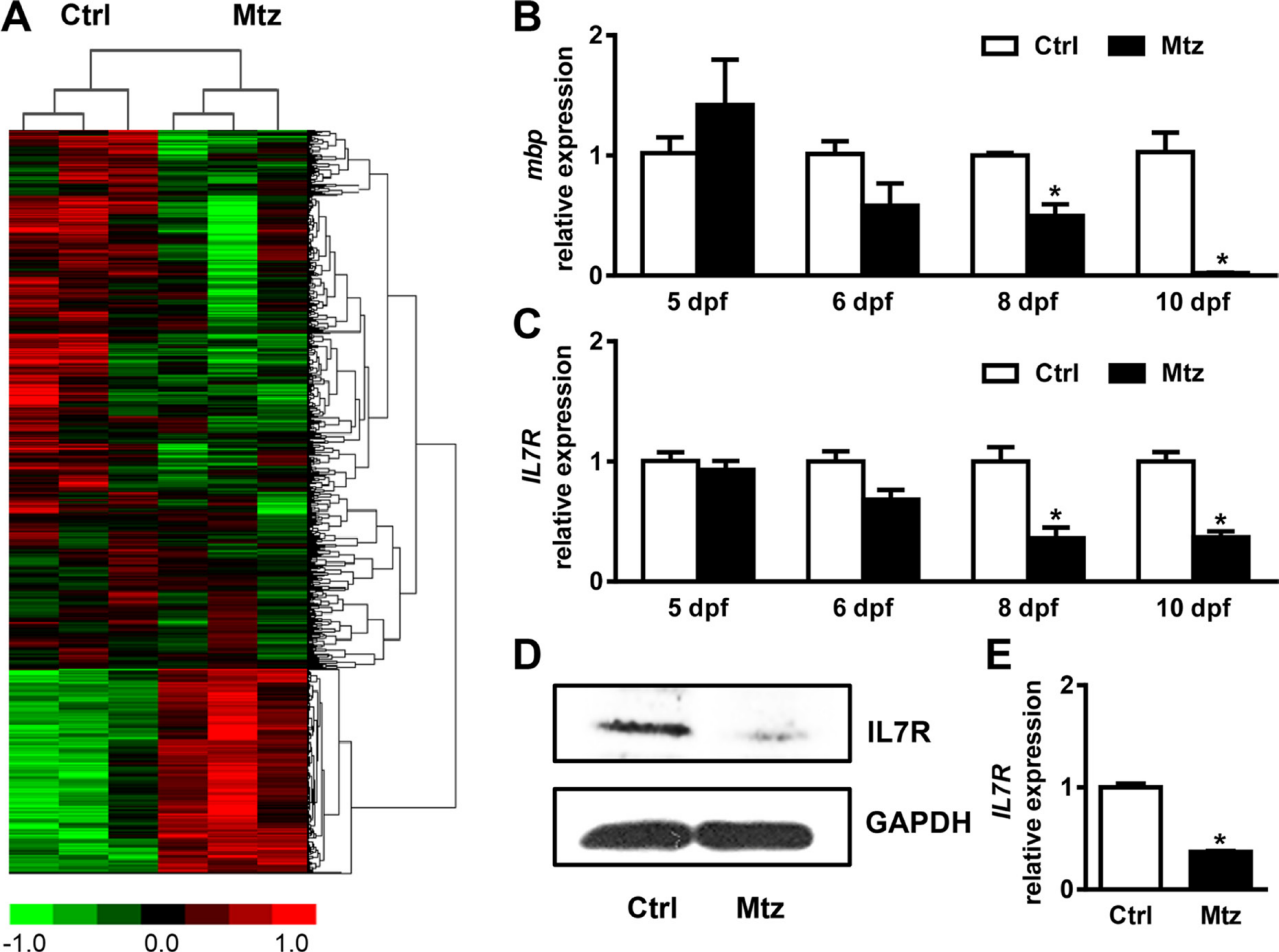
*IL-7R* is down-regulated during targeted demyelination (**A**) The heat map highlighting the differential gene expression profile and cluster analysis following metronidazole treatment assessed by cDNA microarray. (**B**) The relative *mbp* mRNA expression in control Tg (*mbp:nfsB-egfp*) larvae (Ctrl) and metronidazole treated Tg (*mbp:nfsB-egfp*) larvae (Mtz) by qRT-PCR at 5, 6, 8, 10 dpf. Note that the *mbp* expression was decreased at 8 dpf and 10 dpf (Student's *t* test, *P < 0.05). (**C**) The relative *IL-7R* mRNA expression in control Tg (*mbp:nfsB-egfp*) (Ctrl) and metronidazole treated Tg (*mbp:nfsB-egfp*) larvae (Mtz) by real-time PCR at 5, 6, 8 and 10 dpf. Note that the *mbp* mRNA at 8 dpf and 10 dpf shows a decreased expression level (Student's *t* test, *P < 0.05). (**D**) The expression of IL-7R protein by western blotting at 10 dpf. (**E**) The *IL-7R* mRNA relative expression in sorted GFP-positive cells in Ctrl and Mtz groups. Note that the *IL-7R* expression level in the metronidazole group is significantly decreased compared to the Ctrl group (*n* = 3 in each group; Student's *t* test, *P < 0.05).

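Clustering of the arrays over all transcript clusters did not part the treatments. The distances took no account of the batches, which may draw arrays of different treatments together, and no clustering with the batches taken out was run. The first division set control 1 with metronidazole 1 and 3 apart from control 2 and 3 with metronidazole 2. Over transcript clusters above the median it set control 2 and 3 apart from the rest, and with complete linkage on Euclidean distance metronidazole 1 alone. The mean distance between arrays of different treatments exceeded that within a treatment by 0.023, in units of 1 minus the correlation of log2 signals centred on each transcript cluster's mean (exact permutation test over the splits of the arrays, p = 0.4, where the smallest is 0.1). Without control replicate 2 this difference was -0.12, without control replicate 3 -0.08 and without metronidazole replicate 3 -0.01, so its direction turned. On the transcript clusters past the fold criterion, a choice made after the data were examined and one that selects on the treatment, the difference was 0.361 (exact permutation test, p = 0.1). There, too, control 1 fell with the 3 metronidazole arrays. Some genes named for the largest differences were uneven in another way, between the metronidazole arrays. As they were picked for no overlap between the groups, control 1 could not fall with the metronidazole arrays in them. The gene chia.3 was at 6.28, 8.48 and 7.65 in the 3 metronidazole arrays against 9.31 to 9.66 in control. The gene cyp2x9 was at 3.89, 6.17 and 5.17 against 6.85 to 7.24. In contrast, ly6m2 lay between 5.35 and 5.79 in metronidazole-treated larvae and between 8.27 and 9.27 in control, and kcnk2b between 7.00 and 7.24 against 6.20 to 6.55. The actin gene actb2, a common reference, had a log2 fold change of -0.08 (standard error 0.14) and actb1 -0.06 (standard error 0.41).

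**Figure D3:**
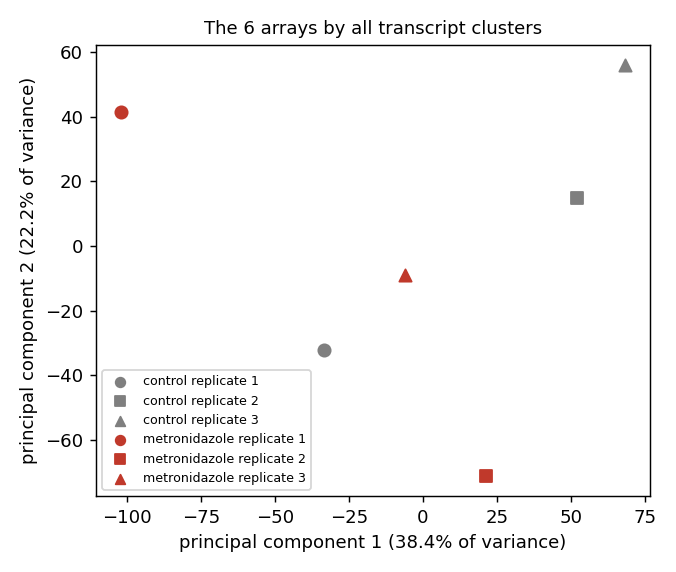
Principal components 1 and 2 of the 6 arrays over all transcript clusters, which hold 38.4% and 22.2% of the variance. Grey points are control and red points metronidazole arrays, and the point shapes are the replicate numbers; on component 1, metronidazole 1 lies at -102, the other arrays between -33.5 and 68.5.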

To investigate the relationship between *mbp* and *IL-7R*, first, the larvae were collected at 5, 6, 8, and 10 dpf, and the relative expression of *mbp* mRNA was quantified compared with the control larvae at each time point. The expression of *mbp* mRNA was decreased in a time-dependent manner (Figure 2B). Before metronidazole treatment, the expression of *mbp* mRNA in larvae from the metronidazole treated group was slightly higher than in the control group. After 1 day post treatment (at 6 dpf), the expression of *mbp* mRNA decreased, although no statistical difference was found between the two groups. However, at 8 and 10 dpf, the expression of *mbp* mRNA in larvae from the metronidazole treated group was remarkably decreased compared to the control group (Figure 2B; Student's *t* test, *P < 0.05). Next, qRT-PCR and western blotting were performed to validate the down-regulation of *IL-7R*. The treated larvae of Tg (*mbp:nfsB-egfp*) were collected at 5, 6, 8, and 10 dpf, and the expression of *IL-7R* mRNA was analyzed (Figure 2C). The *IL-7R* mRNA expression in treated larvae was dramatically lower than in control larvae at 8 and 10 dpf (Figure 2C; Student's *t* test, *P < 0.05). The IL-7R protein level in the metronidazole group was also lower than in the control group at 10 dpf (Figure 2D).

To check the status of *IL-7R* expression specifically in oligodendrocytes, the same number of GFP-positive cells were sorted and collected from the control group and the metronidazole treated group. Cross-intron primers were designed to detect whether the oligodendrocytes expressed *IL-7R*. The relative expression of *IL-7R* in oligodendrocytes from the metronidazole treated group was significantly decreased compared to the control group (Figure 2E; Student's *t* test, *P < 0.05). Therefore, IL-7R down-regulation occurs not only in the whole body but also in oligodendrocytes.

### Knockdown of *IL-7R* delays myelination in the spinal cord

In this study, an *IL-7R*-targeted morpholino (MO) was used to inhibit the translation of the *IL-7R* gene. At 72 hours post fertilization (hpf), the IL-7R protein expression was specifically reduced (Figure 3A and 3B; ANOVA, *P < 0.05). The gross development of some *IL-7R* morphants showed a slight curve in the body axis at 72 hpf (Figure 3C, arrowhead). The abnormality rate in *IL-7R* morphants was significantly increased compared to un-injected and mismatch controls at 72 hpf (Figure 3D; ANOVA, *P < 0.05). To prove the specificity of *IL-7R*-targeted knockdown, we performed the rescue experiment. We co-injected the *IL-7R* MO with *IL-7R* mRNA into embryos and quantified the expression of IL-7R protein by western blotting. Following *IL-7R* mRNA rescue, the IL-7R protein was significantly increased (Figure 3A–3B; ANOVA, *P < 0.05). Moreover, the *IL-7R* mRNA rescue embryos showed a similar gross development compared to the un-injected and mismatch embryos (Figure 3C). In zebrafish, *IL-7R* deficiency leads to the absence of T cells, affecting only the differentiation of lymphocytes in the thymus, while the hypophysis develops normally [33]. Therefore, the targeted knockdown of *IL-7R* was further verified by whole-mount *in situ* hybridization with probes for *rag1* and *gh1*, which label the thymus and hypophysis at 5 dpf, respectively. The *rag1*-expressing cells were evident in the bilateral thymus anlage of un-injected and mismatch control larvae. The cellular localization of *rag1* signals in *IL-7R* morphants was similar in un-injected and mismatch animals; however, the area of *rag1*-expressing cells was reduced dramatically in *IL-7R* morphants (Figure 3E; ANOVA, *P < 0.05). In contrast, the *gh1* signals were detected in the hypophysis of larvae from the three groups, and no significant differences were found (Figure 3F). These results indicate that an injection of *IL-7R* morpholino (2 ng) can specifically knockdown *IL-7R* until 5 dpf, thereby providing a model for evaluating the function of IL-7R in myelination.

**Figure 3:**
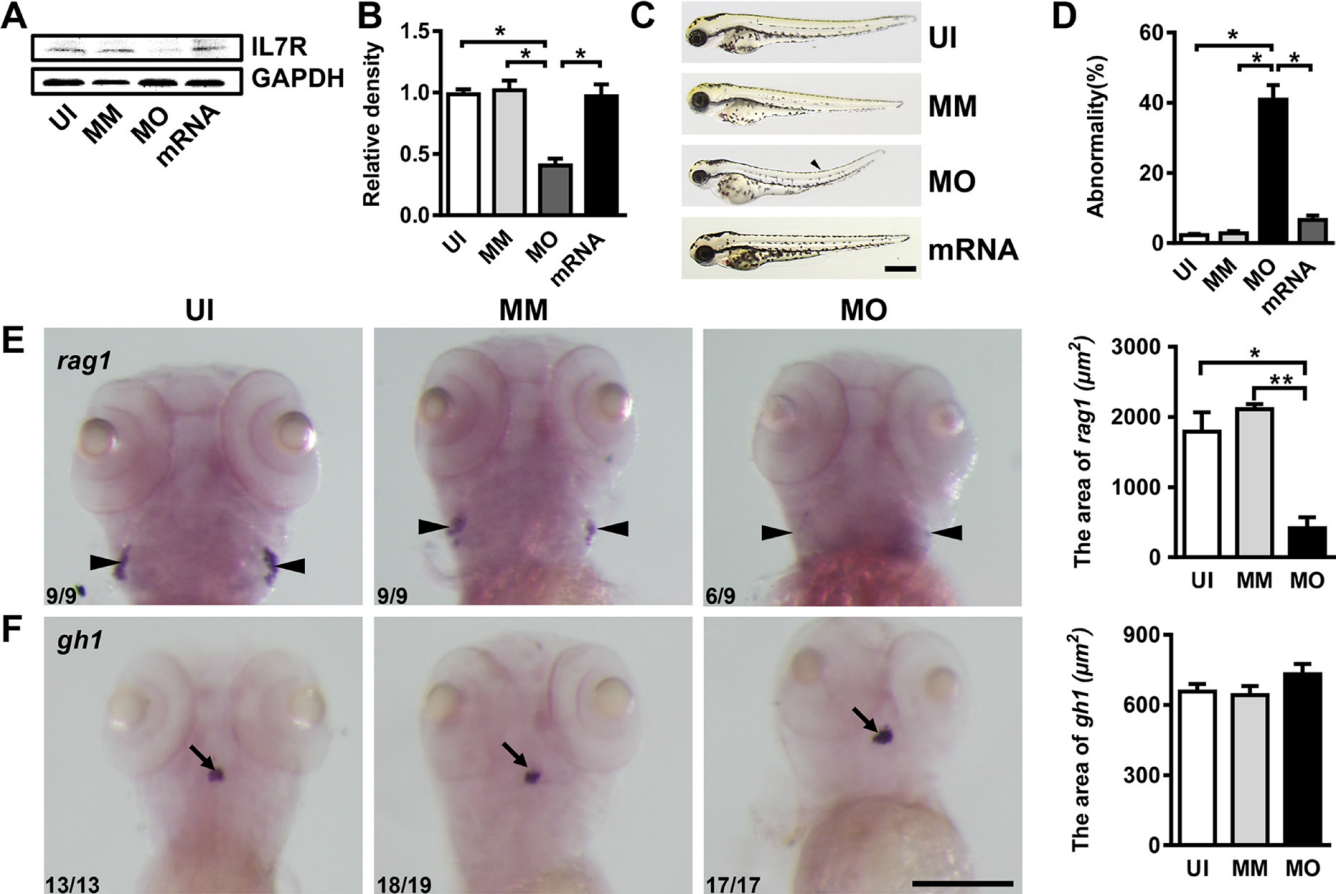
*IL-7R*-targeted morpholino oligonucleotides cause abnormal phenotypes and affect thymus development (**A**) The expression of IL-7R protein of uninjected (UI), mismatch control (MM), *IL-7R*-morphant (MO) and *IL-7R*-rescue (mRNA) groups at 72 hpf. (**B**) Note that the IL-7R protein expression was significantly suppressed in *IL-7R*-morphants (ANOVA, *P < 0.05). (**C**) The gross development of UI, MM, MO and *IL-7R*-rescue (mRNA) embryos at 72 hpf. Some of the *IL-7R*-morphants show a slight curve in body axis (arrowhead). (**D**) The rate of abnormal phenotype increases in MO group (ANOVA, *P < 0.05). (**E** and **F**) The images of whole mount *in-situ* hybridization with mRNA probes *recombination activating gene 1* (*rag1*) and *growth hormone1* (*gh1*) in UI, MM and MO at 5 dpf. E. Note that the expression of *rag1* is significantly decreased in *IL-7R* morphants (E; ANOVA, *P < 0.05, **P < 0.01) while the *gh1* positive signals are similar among all three groups (F). Scale bar: C. 500 μm; E. and F., 200 μm.

*Mbp* was then used as a marker to investigate myelination by whole-mount *in situ* hybridization. At 3 dpf, *mbp* was expressed strongly in Schwann cells linearly along the lateral line of the trunk in un-injected and mismatch controls (Figure 4A, arrowheads). However, the *mbp*-expressing cells were absent in *IL-7R* morphants (Figure 4A, asterisks). At 4 dpf, the *mbp*-expressing cells from un-injected and mismatch groups were distributed in the Schwann cells along the lateral line nerves (Figure 4B, arrowheads) as well as in the oligodendrocytes in the spinal cord (Figure 4B, arrows), which matched the location of myelinated axons at this stage [21]. In *IL-7R* morphants (MO), weak *mbp*-positive signals were detected only along the spinal cord (Figure 4B). The expression of *mbp* mRNA in *IL-7R* morphants at 4 dpf was significantly decreased compared to un-injected and mismatch controls (Figure 4C; ANOVA, *P < 0.05). The MBP protein level was also decreased in *IL-7R* morphants (Figure 4D). These findings suggest that myelination in both the central and peripheral nervous system is delayed following the knockdown of *IL-7R*.

**Figure 4:**
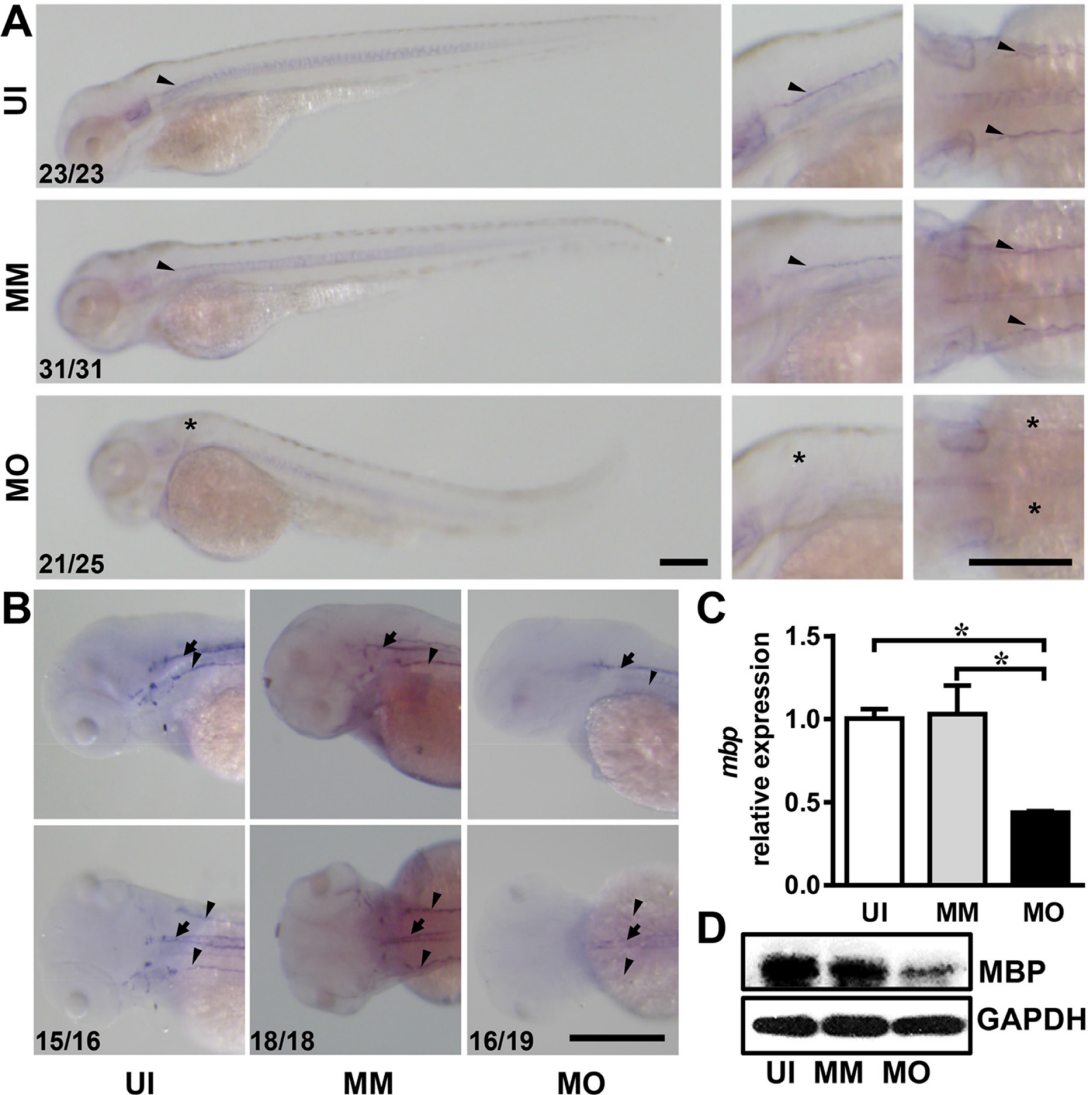
*IL-7R* knockdown delays myelination in the nervous system (**A**) The images of *mbp* mRNA expression in embryos from uninjected (UI), mismatch control (MM) and *IL-7R* morphant (MO) at 3 dpf. The second and third lines are magnified images in lateral view and dorsal view. Note that the *mbp*-expressing cells in *IL-7R* morphant are absent at 3 dpf (asterisks). (**B**) The images of *mbp* expression in the spinal cord (arrows) and lateral line nerves (arrowheads) of the larvae from the UI, MM and MO groups at 4dpf. The *mbp* positive cells distribute along the lateral line nerves and the spinal cord in UI and MM larvae. In MO larva, the *mbp* signals are only detected along the spinal cord. (**C**) The relative expression of *mbp* mRNA expression among three groups using qRT-PCR at 4 dpf (*n* = 3 in each group). Note that the expression level in the MO group is decreased compared to the UI and MM groups (ANOVA, *P < 0.05). (**D**) The expression of MBP protein by western blotting at 4 dpf. Scale bar: A. and B., 200 μm.

### IL-7R down-regulation reduces expression of *bcl2* through the JAK/STAT signaling pathway

To explore the possible mechanisms governing demyelination, we first examined gene expression of *jak1*, *jak3*, *stat3*, *stat5* and *bcl2* in control and metronidazole treated groups at 10 dpf. No difference was found in the expression of *jak1*, *jak3*, *stat3*, and *stat5* between the two groups (Figure 5A). However, the expression of *bcl2* in the metronidazole treated group was significantly decreased compared to the control group (Figure 5A; Student's *t* test, *P < 0.05). Next, we analyzed the protein levels of the aforementioned genes using western blotting (Figure 5B). The phosphorylated protein levels of JAK1, JAK3, STAT3, and STAT5 were decreased in the metronidazole-treated larvae (Figure 5C; Student's *t* test, *P < 0.05, **P < 0.01). In addition, the protein expression of BCL2 was decreased while the protein levels of CASPASE-3 and CASPASE-7 were increased in the metronidazole-treated larvae (Figure 5D). These data indicate that the IL-7R down-regulation reduces expression of BCL2 and phosphorylation of JAK1, JAK3, STAT3, and STAT5.

**Figure 5:**
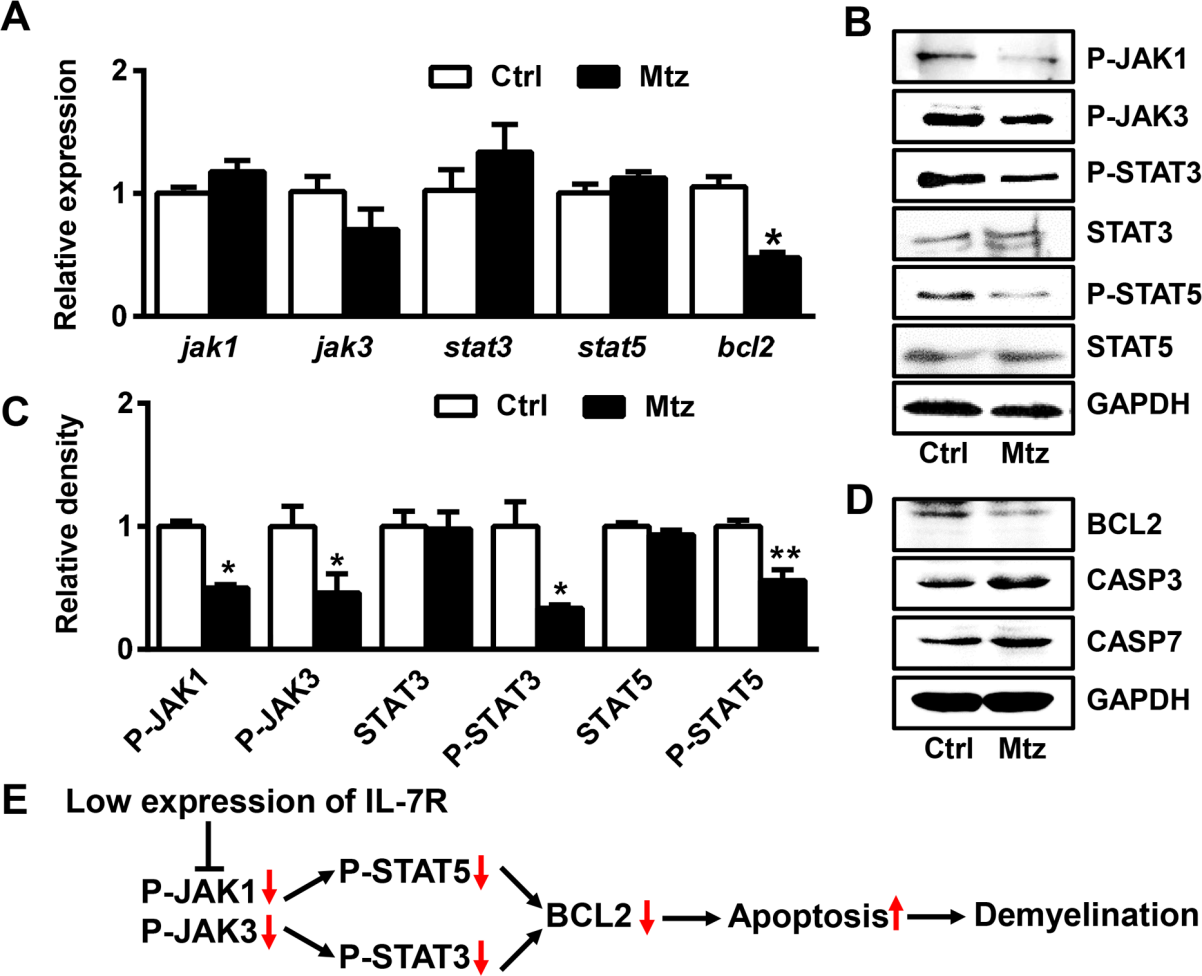
*IL-7R* down-regulation induces apoptosis of oligodendrocytes via the JAK/STAT/BCL2 signaling pathway (**A**) The expression of *jak1*, *jak3*, *stat3*, *stat5* and *bcl2* mRNA measured by qRT-PCR in theTg (*mbp:nfsB-egfp*) (Ctrl) and metronidazole treated (Mtz) groups at 10 dpf. Note that only the expression of *bcl2* in Mtz group was decreased compared to the Ctrl group (*n* = 3; Student's *t* test, *P < 0.05). (**B**) The expression of P-JAK1, P-JAK3, P-STAT3, STAT3, P-STAT5 and STAT5 proteins in Tg (*mbp:nfsB-egfp*) larvae from the Ctrl and Mtz groups at 10 dpf. (**C**) Note that the expression of P-JAK1, P-JAK3, P-STAT3 and P-STAT5 was decreased in larvae from the Mtz group (Student's *t* test, *P < 0.05, **P < 0.01). (**D**) The expression of BCL2, CASPASE3 (CASP3) and CASPASE7 (CASP7) proteins by western blotting in Tg (*mbp:nfsB-egfp*) larvae from the Ctrl and Mtz groups at 10 dpf. (**E**) Putative model outlining the *IL-7R* down-regulation in demylination.

## DISCUSSION

The main conclusions of this study are the following: 1) Metronidazole treatment of adult Tg (*mbp:nfsB-egfp*) zebrafish induces effective demyelination, which partially simulates the morphological and radiographic changes consistent with the early stage of MS. 2) IL-7R is an essential molecule of myelination in embryonic and larval zebrafish. 3) IL-7R down-regulation functions via the JAK/STAT signaling pathway and eventually causes an increase in the apoptosis of oligodendrocytes (Figure 5E).

MS is an autoimmune demyelinating disease with an unknown etiology that mainly occurs in young adults [34]. Due to the limitation of accessing immunologically active MS tissue samples, development of animal models is critical for clarifying the underlying immune-pathological mechanisms and for testing novel therapeutic approaches. Several animal models have been developed, but no single one can capture the entire spectrum of heterogeneity of MS [35]. The zebrafish, with its accessible and well-characterized embryological and larval development, provides an ideal platform for studying the pathogenesis of MS [21]. Magnetic resonance imaging (MRI) has become an important element in the diagnosis of MS [36]. In this study, we verified the MS model of demyelination in Tg (*mbp:nfsB-egfp*) zebrafish by 7.0T-MRI. T_2_-weighted images revealed abnormally high signals detected in the spinal cord and notochord remnant, which were displayed as an expansion of the signal area and an increase of photodensity in demyelinated zebrafish. B cells, plasma cells, and follicular dendritic cells are activated in about 40% of patients with progressive MS [37]. Some patients also have an acute swelling in the spinal cord at the onset of MS [38]. Our results indicate that the demyelination induced by metronidazole treatment in adult Tg (*mbp:nfsB-egfp*) zebrafish can induce apoptosis of oligodendrocytes and trigger an inflammatory response in the spinal cord. These events partially mimic the early pathological and imaging changes in MS. This is the first study using MRI to reveal the imaging changes of demyelination in zebrafish model of MS. Moreover, the size of the myelin sheath and the integrity of tissue structure were useful to make an objective evaluation of the injuries of the myelin sheath and the pathological changes of the spinal cord in MS [39].

MS is a very heterogeneous disease of the central nervous system (CNS) and several mechanisms have been proposed to explain the underlying pathogenesis [1]. Experimental and clinical studies have indicated that the dysfunction of immune cells helps prevent autoimmune demyelination. For example, the immune-deficient *IL-7Rα*^−/−^ mice are resistant to EAE induced by myelin oligodendrocyte glycoprotein (MOGp35-55) [40]. In addition, human immunodeficiency virus 1 (HIV-1) infection has been associated with a reduced MS risk [41]. However, our results indicate that the expression of *IL-7R* is decreased during demyelination. This discrepancy might be explained by the different animal models used. In our zebrafish model, metronidazole was used to induce the death of oligodendrocytes in a short period. We believe that this method has a little effect on the immune system. In clinical practice, a severe immune inhibition is not very common in patients. On the contrary, the immune system of patients with autoimmune diseases is sometimes in an active state, such as an increase in Th1, CD4^+^, and CD25^+^ T cells [42]. Increased numbers and activation of microglia/macrophages have been also reported [43]. Our results demonstrated decreased expression of *mbp* and *IL-7R* in metronidazole-treated zebrafish. This is consistent with a study demonstrating that the expression of IL-7R is decreased in patients with primary progressive MS [44].

To clarify the role of *IL-7R* in myelination, *IL-7R* was knocked-down in the embryonic zebrafish. Following *IL-7R* knockdown, some morphants showed a shortened body-axis and curving. We speculate that the interference with the development of T cells may affect gross development. No *mbp*-expressing cells were detected at 3 dpf in *IL-7R* morphants. Only weak signals were found along the spinal cord until 4 dpf, and the *mbp* expression in *IL-7R* morphants at 4 dpf was decreased. These findings indicate that although the knockdown of *IL-7R* does not change the positional relationship of the oligodendrocyte lineage cells in the central and peripheral nervous system, it delays their differentiation and maturation.

The α-chain of IL-7R interacts with STAT3 through JAK1, while the γ_c_-chain binds with JAK3 and functions by phosphorylating STAT5 [33, 45]. During metronidazole-induced demyelination, P-JAK1, P-JAK3, P-STAT3, and P-STAT5 levels were significantly reduced. Furthermore, the anti-apoptotic gene, *bcl2*, was decreased, while its two downstream effectors, CASPASE-3 and CASPASE-7 were increased following demyelination. Previous study has revealed that the downregulation of IL-7Rα in neurons and astrocytes could induce apoptosis of neurons in HIV-1-associated dementia [46]. Our results indicate that IL-7R suppression functions via the JAK/STAT signaling pathway, and induces apoptosis, resulting in demyelination. Our findings support the conclusion that the normal expression of IL-7R plays an important and irreplaceable role in maintaining the integrity of structures of the myelin sheath and its function.

In conclusion, zebrafish of the transgenic line Tg (*mbp:nfsB-egfp*) is an ideal animal model for investigating demyelination *in vivo*. Our study provides a new insight into the role of *IL-7R* in demyelination and myelin development. This study will not only contribute to elucidating the comprehensive mechanisms governing demyelination, but will also help develop potential IL-7R-based treatments for demyelinating diseases in humans.

## MATERIALS AND METHODS

### Experimental animals

Wild-type adult fish (AB strain, 4-month old and 3.0–4.0 cm long) were used for Magnetic Resonance Imaging (MRI) scanning. Tg (*mbp:nfsB-egfp*) larvae were used to perform the microarray analysis and characterize the expression of *IL-7R*. Wild-type (AB strain) embryos were used for knockdown experiments. All the fish were raised at 28.5°C with a 10/14-h dark/light cycle [47]. Embryos were collected after natural spawning, housed at 28.5°C, and staged by hours post fertilization (hpf) or days post fertilization (dpf). All protocols for animal procedures were approved by the Institutional Animal Care Committee of Nankai University and conformed to the National Institutes of Health guidelines.

### Metronidazole treatment

Metronidazole (Sigma, M3761, St. Louis, MO, USA) was dissolved in 0.2% dimethyl sulfoxide (DMSO, Sigma V900090) in system water or E3 medium (5 mmol/L NaCl, 0.17 mmol/L KCl, 0.33 mmol/L CaCl_2_, 0.33 mmol/L MgSO_4_, pH 7.2) with vigorous shaking in the dark. For adults, Tg (*mbp:nfsB-egfp*) fish were treated continuously with 5 mM metronidazole-0.2% DMSO-system water for 72 hours in the dark. To control for the possible toxic effects of metronidazole, the same number of wild-type (AB strain) adult fish were also treated with 5 mM metronidazole-0.2% DMSO-system water for 72 h as the wild type group. Meanwhile, the same number of Tg (*mbp:nfsB-egfp*) adults were incubated in 0.2% DMSO-system water alone as the control group. For larvae, Tg (*mbp:nfsB-egfp*) at 5 dpf were treated with 5 mM metronidazole for 5 days in the dark as we described previously [28].

### Immunohistochemistry (IHC)

Adult zebrafish were anesthetized with 0.1% ethyl 3-aminobenzoate methanesulfonate salt (Sigma, A5040) and euthanized immediately. The zebrafish were dissected and fixed in 4% paraformaldehyde (PFA), cryoprotected in 20% sucrose in 0.1M phosphate-buffered saline (PBS, pH 7.4), and frozen in optimal cutting temperature compound (Sakura Finetek, CA, USA). Transverse sectioning (8 μm in thickness) was performed using a cryostat (CM1850, Leica Biosystems Nussloch GmbH, Germany). Immunohistochemistry was performed as described previously [48]. An anti-GFP antibody (1:500; Abcam, ab6556, Cambridge, MA, USA) was used as the primary antibody to label the oligodendrocytes in the spinal cord of Tg (*mbp:nfsB-egfp*).

### TUNEL apoptosis analysis

Cryosections were prepared as described in above. To identify the apoptotic cells, TUNEL assay was performed with TUNEL kit (Promega, G3250; Madison, WI, USA) according to the manufacturer's instructions.

### Magnetic resonance imaging (MRI) acquisition

Adult zebrafish from wild-type, control and metronidazole treated groups were anesthetized with 0.1% MS-222 and euthanized immediately. Then they were quickly positioned laterally in the Biospec 7.0T MRI animal instrument (Bruker, Switzerland) at the National Center for Nanoscience and Technology (Beijing, China). Scanning was performed using the T_2_-TurboRARE sequence along transverse sections with the following parameters: repetition time/echo time = 2900/50 ms, slice thickness = 0.5 mm, flip angle = 90°, matrix = 256 × 256, field of view = 15 × 15 mm, and number of excitations (NEX) = 10.

### Microarray analysis

At 10 dpf, five Tg (*mbp:nfsB-egfp*) larvae from both the metronidazole treated group and the control group were collected, anesthetized, euthanized, and snap-frozen. Total RNA was extracted using an RNeasy Mini Kit (QIAGEN, 74104, Hilden, Germany) and quantified using a nanodrop spectrophotometer (Thermo Scientific, Nano-Drop 1000; Thermo Scientific, DE, USA). The previously described RNA extraction was repeated in three batches of larvae to generate biological replicates of metronidazole treatment and control samples [49]. After quality assessment, 500 ng of RNA from each sample was amplified using the Ambion WT Expression Kit (Carlsbad, CA, USA). Gene expression in the six samples was determined using the GeneChip Zeb Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). The hybridized arrays were scanned using a GeneChip2 Scanner 30007G (Affymetrix).

### Quantitative RT-PCR

Total RNA was isolated from zebrafish larvae using TRIzol reagent (Thermo Scientific), according to the manufacturer's protocol. Total mRNA was reverse-transcribed by the Moloney Murine Leukemia Virus reverse transcriptase (Promega, A5001) using oligo (dT) primers. Quantitative RT-PCR was performed using the SYBR green labeling system (Promega, A6002). The relative expression of mRNA between control and treated groups was normalized to β-actin and evaluated by the 2^−ΔΔCt^ method [50]. The qRT-PCR was performed on three independent batches of control or treated larvae. The gene-specific primer sequences are listed in Table 1.

**Table 1:** Primer sequences for qRT-PCR

Gene	GenBank accession number	Primer Sequences (5′ to 3′)
*il7r*	NM_001113507	Forward: TTACACCAAACATCCCACA
		Reverse: TAGGCTTCTTCTTTACATTCG
*jak1*	NM_131073	Forward: AAACACATCGCCCTGCTCTA
		Reverse: AAAGGGCCGTACTGAACAAA
*stat3*	NM_131479	Forward: GGACTTCCCGGACAGTGAG
		Reverse: ATCGCTTGTGTTGCCAGAG
*jak3*	XM_002663087	Forward: GAGATACCTGCGATTCATCTCT
		Reverse: GTGCTGTAGCAGATGCCCTT
*stat5*	AB018220	Forward: CAGTGCCCCACACCCTT
		Reverse: CATGCCTCGCTACATCCAT
*bcl2*	AY695820	Forward: GTCACTCGTTCAGACCCTCAT
		Reverse: GACGCTTTCCACGCACAT
*caspase3*	NM_131877	Forward: TGTTCTTTATTCAGGCTTGT
		Reverse: CACTGCCATACTTTGTCATC
*caspase7*	NM_001020607	Forward: AGCAATGCCCATCAAGA
		Reverse: ATCGTCAAACTCCGAACCC
*il6*	NM_001261449	Forward: ACGGAAAGATGTCTAACGC
		Reverse: ATAGGGAAGTGCTGGATG
*tnfα*	NM_212859	Forward: TACCGCTGGTGATGGTGT
		Reverse: TGATTGCCCTGGGTCTTA
*actin*	AY222742	Forward: TTCACCACCACAGCCGAAAGA
		Reverse: TACCGCAAGATTCCATACCCA

### Western blotting analysis

At each time point, 30 larvae from control or metronidazole treatment groups were harvested in RIPA lysis buffer containing 1 mM phenylmethanesulfonyl fluoride (PMSF; Sigma, 78830), Protease Inhibitor Cocktail (Promega, G6521), Phosphatase Inhibitor Cocktail 2 (Sigma, P5726), and Phosphatase Inhibitor Cocktail 3 (Sigma, P0044). Western blotting was performed using standard protocols [48]. Eleven primary antibodies were used in this study: anti-IL-7R (1:1500; Abcam, ab180521), anti-MBP (1:500; Anaspec, #55811, Fermont, CA, USA), anti-Phospho-JAK1 (1:1,000; Cell Signaling Technology, #3331, Danvers, MA, USA), anti-Phospho-JAK3 (1:500; Cell Signaling Technology, #5031), anti-STAT3 (1:500; Santa Cruz Biotechnology, sc-7179, TX, USA), anti-Phospho-STAT3 (1:200; Cell Signaling Technology, #9145), anti-STAT5 (1:500; Santa Cruz Biotechnology, sc-836), anti-Phospho-STAT5 (1:200; Cell Signaling Technology, #9351), anti-BCL2 (1:1000; BD Biosciences, 610538), anti-CASPASE-3/cleaved CASPASE-3 (1:300; Wanleibio, WL02117), and anti-CASPASE-7/cleaved CASPASE-7 (1:500; Wanleibio, WL0181). Anti-glyceraldehyde-3-phosphate dehydrogenase (anti-GAPDH; 1:3,000; Millipore, MAB374, Billerica, MA, USA) was used as a loading control.

### Fluorescence-activated cell sorting

Four-month-old Tg (*mbp:nfsB-egfp*) (control group) and metronidazole treated Tg (*mbp:nfsB-egfp*) (Mtz treated group) zebrafish were anesthetized with 0.1% MS-222 and euthanized immediately. One brain from each group was isolated and washed twice in ice-cold PBS and dissociated into single-cell suspensions in 300 μL of ice-cold 0.25% trypsin - EDTA solution. GFP-positive (GFP^+^) cells were sorted using FACSAria III (Becton Dickinson, Franklin Lakes, NJ, USA) with a Coherent Innova 70 laser at 488 nm at 4°C. The same number of GFP^+^ cells was collected from the control group and the metronidazole treated group (2 × 10^5^ cells in each group). Then, total RNA from GFP^+^ cells from each group was extracted, and the expression of *IL-7R* was quantified using qRT-PCR as described above. Cross-intron primers were designed to detect whether the oligodendrocytes expressed *IL-7R*. The sequences were: forward 5′-TTTTCTGTCCTTTGGGCCTGT-3′; reverse 5′-CATTTTGCAGAGTGTTGCGA-3′. This experiment was repeated three times.

### Morpholino oligonucleotides, RNA synthesis, and microinjections

Morpholino oligonucleotides, either complementary to the translation start site of zebrafish *IL-7R* mRNA sequence (GenBank NM_001113507) or containing a 5-bp mismatch (control morpholinos), were designed and synthesized by Gene Tools, LLC (OR, USA). The sequences included *IL-7R* morpholino oligonucleotide (MO), 5′-ATCCACAAAAG TCCCGCCATCTCTC-3′ (the antisense start codons underlined); *IL-7R* mismatch oligonucleotide (MM), 5′-ATCgAgAAAAcTCCCcCgATCTCTC-3′ (the mismatch nucleotides underlined). Morpholino oligonucleotides were suspended in 1 × Danieau buffer at a concentration of 1 ng/nL and injected into one- to four-cell-stage wild-type embryos with 2 ng *IL-7R* MO or *IL-7R* MM [51, 52]. The injected embryos were cultured with sterilized 1×Holt buffer until 120 hpf.

*IL-7R* full-length coding sequences were obtained from zebrafish *IL-7R* mRNA sequence (GenBank NM_001113507) and subcloned into a pCS2 vector. mRNA was synthesized using SP6 mMessage mMachine kit (Thermo Fisher Scientific, Waltham, MA, USA). For the mRNA rescue injections, 10 pg of *IL-7R* mRNA was co-injected with 2 ng of *IL-7R* MO. Sterile water was used for the control experiment. The injected embryos were cultured with sterilized 1×Holt buffer until 120 hpf.

### Whole-mount *in situ* hybridization

Embryos or larvae were grown in 0.003% 1-phenyl-2-thiourea (PTU; Sigma) to block pigmentation and mediate visualization until 96 hpf. The whole-mount *in situ* hybridization was performed using a standard protocol [53, 54]. Three probes were used in this study. The oligodendrocyte lineage cells, including oligodendrocytes and Schwann cells, were labeled using an mRNA probe for *mbp* gene (GenBank AY860977). A *recombination activating gene 1* (*rag1*, GenBank NM_131389) mRNA probe was used as a marker to explore the development of the thymus; a *growth hormone1* (*gh1*, GenBank AJ937858) probe was used to label hormone-producing cells in the hypophysis [33]. The probes were added to Eppendorf tubes at a concentration of 2 ng/μL and hybridized overnight at 55°C. On the second day, the embryos were washed and incubated with an alkaline phosphatase-conjugated antibody (Roche Diagnostics) at a dilution of 1:1500. Nitro blue tetrazolium/5-bromo −4-chloro-3-indolyl-phosphate (NBT/BCIP; Roche) was used as an enzymatic substrate on the third day.

### Photography and image analysis

Immunohistochemical images were photographed with an FV 1000 confocal microscope (Olympus, Japan). Image J software (1.49 ×; NIH, http://rsb.info.nih.gov/ij/) was used to convert the fluorescent images of the GFP immunostaining to 8-bit grayscale prior to thresholding, and determining the thickness of myelin sheath and GFP positive number cells on each image. Images of embryos and whole-mount *in situ* hybridized larvae were photographed with a DP72 digital camera mounted on an SZX16 dissecting microscope (Olympus). All images were compiled in Adobe Photoshop 7.0 (Adobe, CA, USA) and resized. They were occasionally modified for contrast and brightness using the image/adjustments/contrast/brightness setting. All images within an experiment were manipulated similarly.

### Statistical analysis

All values are presented as the means ± SEM. GraphPad Prism Software (version 5.01 for Windows; GraphPad, San Diego, CA, USA) was used to perform the statistical analysis. To compare values from two or more independent groups, Student's *t* test or one-way ANOVA analysis of variance were performed. A *P value* less than 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Down-regulation of interleukin 7 receptor (IL-7R) contributes to central nervous system demyelination
**Source:** Oncotarget. 2017 Mar 10;8(17):28395–407. doi: 10.18632/oncotarget.16081
**Supplement:** Supplementary file 1

Down-regulation of interleukin 7 receptor (IL-7R) contributes to central nervous system demyelination

Supplementary Materials

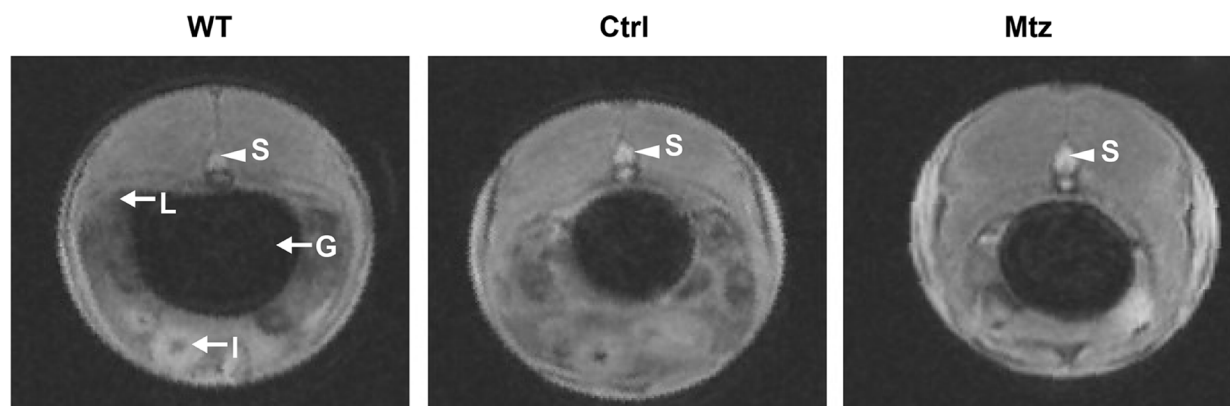

Supplementary Figure 1: Images of MRI scanning of cross-sections of the wild-type adult (WT), control Tg (*mbp:nfsB-egfp*) (Ctrl) and metronidazole treated Tg (*mbp:nfsB-egfp*) adults (Mtz). Abbreviations: S, spinal cord; G, gas bladder; L, liver; I, intestine.

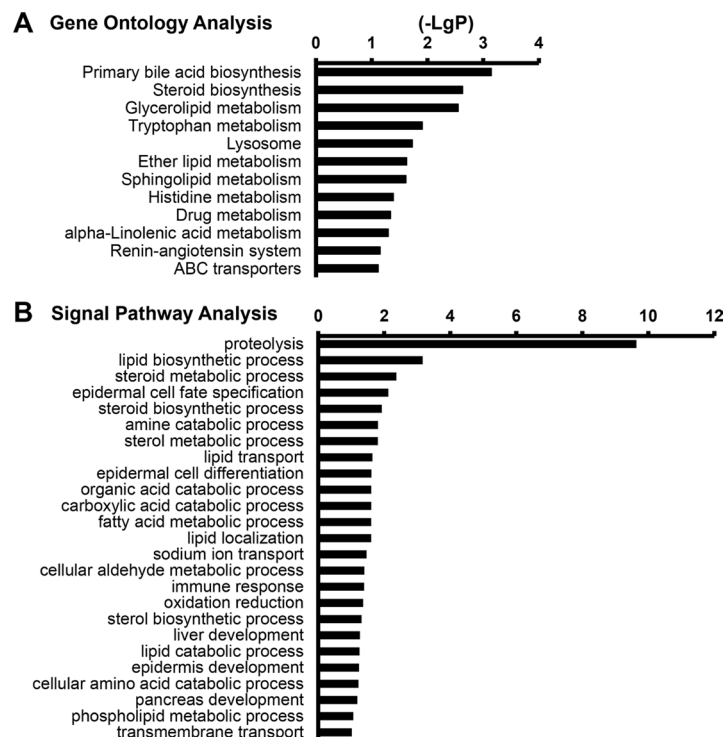

Supplementary Figure 2: Gene ontology (GO) and pathway analysis of the gene expression array. (A) The analysis of the relative changes in 12 GO clusters during demyelination. (B) The analysis of the relative changes in 25 pathways. -LgP: negative logarithm value of P value from differential gene expression by microarray.

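The lists of sterol and bile acid synthesis had lower medians in metronidazole-treated larvae, while that of steroid hormone synthesis did not. Of 25 measured genes of sterol biosynthesis, the route from acetyl-CoA to cholesterol, 19 had negative log2 fold changes, with a median of -0.91 (camera adjusted p = 3.3e-05, and adjusted p = 0.539 with an estimated correlation). The median within the batches was 0.38, -0.88 and -1.78, so the first batch went the other way. The array median of control 1 was -0.89, against -0.98, -0.65 and -0.85 in the metronidazole arrays. The arrays of the groups did not overlap, all lower, for 0 of the sterol genes and 7 of the bile acid genes below. They were all higher for 0 of either, where chance gives 10% for both directions together. Of 18 genes of primary bile acid biosynthesis, 13 were negative, with a median of -0.42 and batch medians of -0.20, -0.51 and -0.46 (camera adjusted p = 3.3e-05, and adjusted p = 0.335 with an estimated correlation). Among them, cyp7b1 had a log2 fold change of -0.51 (standard error 0.13), cyp27a1.1 -1.23 (standard error 0.43) and ch25hl1.1 -1.56 (standard error 0.41). Of 62 genes of xenobiotic metabolism, 53 were negative, with a median of -0.50 (camera adjusted p = 2.5e-11, and adjusted p = 0.335 with an estimated correlation), and the cytochrome P450 genes cyp3c4 and cyp2aa1 had log2 fold changes of -1.21 and -0.66. The catabolism of tryptophan, histidine and other amino acids was negative in 38 of 53 genes, with a median of -0.25 (camera adjusted p = 1.5e-05, and adjusted p = 0.494 with an estimated correlation). The batch medians of this list were -0.50, 0.02 and -0.40, so the second batch did not fall. The lysosome list was negative in 32 of 47 genes, with a median of -0.12 (camera adjusted p = 0.0008, and adjusted p = 0.335 with an estimated correlation). Its members ctsk and ctsh, which encode cathepsins, had log2 fold changes of -1.10 and -0.78. The lists of phospholipid, ether lipid and sphingolipid metabolism (median -0.04, camera adjusted p = 0.21), steroid hormone synthesis (0.03, 0.53), the renin-angiotensin system (-0.31, 0.057) and ABC transporters (0.01, 0.38) did not pass. For the steroid hormone and ABC transporter lists the direction of the test was down while the median was above 0. Over these 9 lists, 0 of 314 distinct genes passed limma's test, either over all transcript clusters or adjusted over the list alone, and at an unadjusted p under 0.05 there were 56 lower and 0 higher. The sterol median was -1.45 without control replicate 1 and -0.47 without control replicate 3, and without metronidazole replicate 1 the medians were -0.29 for xenobiotic metabolism, -0.12 for the amino acids and -0.25 for the lysosome, whose call ended without metronidazole replicate 2 (adjusted p = 0.052). The lists of phospholipid, ether lipid and sphingolipid metabolism and of the renin-angiotensin system passed as lower without control replicate 1 (adjusted p = 0.042 and 0.045) and without metronidazole replicate 1 (0.0073 and 0.030), and that of steroid hormone synthesis without metronidazole replicate 1 (0.043).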

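Ion-transporting cells of the skin, the outer epidermis and secreted liver proteins all had lower medians in metronidazole-treated larvae. For each of these lists, however, the array medians overlapped between the groups. Of 33 measured genes of ionocytes and sodium transport, 23 had negative log2 fold changes, with a median of -0.53 and batch medians of -0.23, -0.44 and -0.33 (camera adjusted p = 1.9e-08, and adjusted p = 0.335 with an estimated correlation). Adjusted over the list alone, 9 of them were lower and 0 higher. Among these, rhcgb, an ammonia channel of the gill and skin, had a log2 fold change of -1.77 (standard error 0.19), slc13a1, a sodium and sulfate transporter, -1.56 (standard error 0.21) and gcm2, a transcription factor of ionocytes, -1.14 (standard error 0.20). Of 42 genes of epidermis and keratins, 37 were negative, with a median of -0.52 (camera adjusted p = 3.8e-09, and adjusted p = 0.355 with an estimated correlation). The keratin gene krt93 had a log2 fold change of -0.94 and the envoplakin gene evpla -0.85. Of 33 genes for proteins that the liver secretes, 29 were negative, with a median of -0.55 and batch medians of -0.92, -0.11 and -0.91 (camera adjusted p = 4.2e-08, and adjusted p = 0.461 with an estimated correlation). The vitronectin gene vtna had a log2 fold change of -0.94 (standard error 0.17) and the prothrombin gene f2 -0.77 (standard error 0.30). Lipid transport was negative in 24 of 32 genes, with a median of -0.68 (camera adjusted p = 3.3e-05, and adjusted p = 0.461 with an estimated correlation), where cd36, a fatty acid receptor, had a log2 fold change of -1.95 (standard error 0.57). Fatty acid synthesis and oxidation was negative in 26 of 41 genes, with a median of -0.32 (camera adjusted p = 0.0061, and adjusted p = 0.539 with an estimated correlation), and dgat2, which makes triglycerides, had a log2 fold change of -1.32 (standard error 0.43). The list of immune response and inflammation did not pass, with a median of 0.14 (camera adjusted p = 0.88). Its complement genes c9 and c3a.2, which the liver makes, had log2 fold changes of -1.15 and -2.40. Without metronidazole replicate 1 the immune list turned to -0.17 and passed (adjusted p = 0.00045), and without metronidazole replicate 2 it passed as higher (median 0.21, adjusted p = 0.034). Without metronidazole replicate 1 the medians were also -0.31 for liver proteins, -0.42 for lipid transport and -0.15 for fatty acids. The ionocyte median was -0.81 without control replicate 1, liver proteins -0.85 without metronidazole replicate 2, and the fatty acid median -0.52 without control replicate 1. The fatty acid list no longer passed without control replicate 2 (median -0.18, adjusted p = 0.053) or 3 (-0.17, 0.162).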

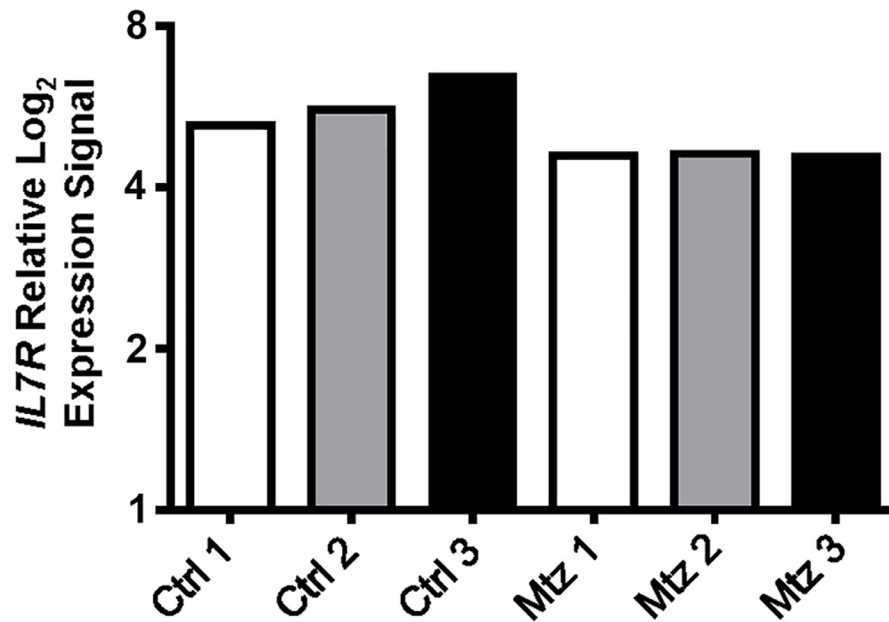

Supplementary Figure 3: The changes of *IL-7R* across the microarray in the three replicates. Abbreviation: Ctrl, control Tg (*mbp:nfsB-egfp*); Mtz, metronidazole treated Tg (*mbp:nfsB-egfp*).

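The values of il7r on each array were 5.21, 5.59 and 6.43 in control larvae of replicates 1, 2 and 3, and 4.58, 4.61 and 4.56 in metronidazole-treated larvae. All are log2 signals. In metronidazole-treated larvae il7r lay at percentiles 42.2, 42.3 and 42.0 of the transcript clusters on the same array, and in control larvae at percentiles 51.6, 56.6 and 68.7. The control arrays thus spanned a wider range than the metronidazole arrays. Taken as linear signals, the mean in metronidazole-treated larvae was 0.421 of that in control.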

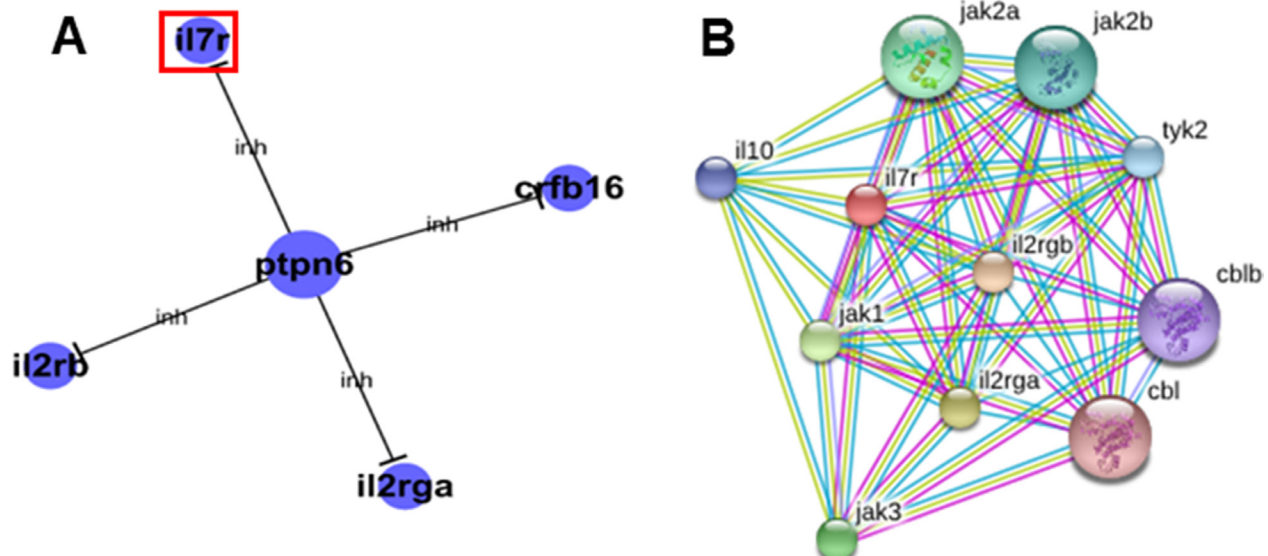

Supplementary Figure 4: Global signal transduction network on microarray. (A) *IL-7R* (red box) in global signal transduction network. (B) *IL-7R* String-db analysis. Small nodes: proteins with unknown 3D structure; large nodes: proteins with known or predicted 3D structure. Lines: significant transcriptional interactions; blue, known interactions from curated databases; magenta, known interactions experimentally determined; yellow, other interactions from textmining; lilac, other interactions from protein homology.

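For ptpn6 and il2rga, each metronidazole array lay below each control array. The signal of ptpn6 was 5.99, 6.04 and 6.78 in control and 5.02, 5.37 and 5.51 in metronidazole-treated larvae. A second transcript cluster of ptpn6 had a log2 fold change of -0.54 (standard error 0.28), and its arrays overlapped between the groups. The signal of il2rga was 6.15, 6.94 and 6.92 in control and 5.59, 5.80 and 5.83 in metronidazole-treated larvae. That of il2rb was 6.07, 6.70 and 6.66 in control and 5.78, 6.04 and 6.08 in metronidazole-treated larvae, where the highest metronidazole array lay above the lowest control array. The paper states that il7r was inhibited in this network.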

How the deposited data were processed for this re-analysis (not part of the article)

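RNA of whole Tg(mbp:nfsB-egfp) larvae at 10 dpf was measured on 6 Affymetrix zebrafish gene arrays, 3 for control larvae in 0.2% DMSO and 3 for larvae in 5 mM metronidazole from 5 dpf, each with the pooled RNA of 5 larvae. The authors deposited log2 values, 1 per transcript cluster and array, for 75212 transcript clusters, which they had already summarized and brought to a common scale: the quantiles of the 6 arrays were nearly the same though not identical. The sample labels name MAS5 without saying what it was used for, and neither the paper's text nor the labels name the normalization or background correction. Such a step sets the level at which dim transcript clusters flatten out, so that folds of dim genes are compressed by an amount that the values do not show. Background and detection values were not analysed here, and the number of arrays limits the precision.

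Gene symbols came from the platform's table. A single symbol was attached to 20806 transcript clusters, of which 20323 matched a current RefSeq gene, 855 carried several symbols and 53551 none. Where a result is per gene, the transcript cluster with the highest mean over the 6 arrays stood for it, which gave 19260 genes. The network gene crfb16 shares its transcript cluster with another symbol, and casp3a and il6 have no transcript cluster with that symbol alone, so no values are given for them. No genome positions are given, since the platform's table names no genome build.

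Metronidazole was compared with control by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, 4 residual degrees of freedom and 2.69 from the prior), with Benjamini-Hochberg adjustment over all transcript clusters and a threshold of 0.05. The paper's fold criterion was applied to the difference of mean log2 values, at 2-fold and 0.5-fold. The methods' t-test was run with equal variances. For il7r and for the clustering, exact permutation tests over the 10 splits of the arrays were run, whose smallest p is 0.1. Gene lists for the pathways the paper names and for cell types of whole larvae, 37 in all, were tested by limma's camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, for changes on balance in 1 direction and for changes in either direction, with Benjamini-Hochberg adjustment over the lists. Camera compares the genes of a list with the other genes, and its preset correlation takes the genes of a list as nearly independent, which gives smaller p-values than an estimated one. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

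The test, the samples, the lists, the alternatives and the genes to be named were set before the data were examined, except where the text says otherwise. The named genes were genes the paper names for its larval or network analyses, the 10 genes with the largest difference in each direction among those past the adjusted p with no overlap between the groups, and up to 4 members of each list with the lowest p. As 0 genes passed, the 10 were taken among genes with an unadjusted p under 0.01 and no overlap, of which 20 were higher and 201 lower. Symbols that are clone or locus codes were passed over.

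The paper states that larvae of 3 batches were used. The deviations from the group mean correlated at 0.241, 0.148 and 0.127 between the control and metronidazole arrays of replicates 1, 2 and 3, and between -0.171 and 0.051 for other pairs of arrays. Such deviations sum to 0 within a group, so part of this contrast is built in. The replicate number was taken to mark the batch, which these values do not settle. The reported test has no batch term, as the methods name an unpaired test. With the batch as a term, limma also called 0 transcript clusters, and 18 lists fell and 3 rose by camera with the preset correlation, while none passed with an estimated correlation (lowest adjusted p = 0.467). The alternatives were quantile normalization and median centring of the deposited values, transcript clusters above the median only, a batch term, each array left out, an intensity trend or array weights in limma, the methods' t-test, the ratio of mean linear signals, 1 transcript cluster per gene, all transcript clusters of a gene, and other distances for the clustering.

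The tests were tried on simulated changes added to arrays of this size and spread. Of transcript clusters changed by 1 on the log2 scale, 6.06% were called at the adjusted p, against 91.0% at a change of 2 and 95.5% at a change of 3, with 7 false calls. Of the unchanged ones, 450 passed the fold criterion. Of the lists, 5 of 5 shifted by 0.5 were called by camera with the preset and with the estimated correlation, with 0 other calls. The simulated genes varied independently of each other, while the real lists had estimated correlations of up to 0.638. The simulation therefore does not show how either form of camera behaves with genes that vary together.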

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

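The criterion for these results was set after the values were seen: a list outside the pathways the paper names that passed camera with the preset correlation, with the array medians of metronidazole-treated larvae all on one side of those of control. No explanation of either was tested.

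Crystallin genes of the lens were higher in metronidazole-treated larvae, with a median log2 fold change of 0.22 over 30 genes, of which 22 were positive. The array medians lay between 0.21 and 0.35 against -0.13 to 0.08 in control, and the batch medians were 0.10, 0.49 and 0.17 (camera adjusted p = 0.00074, and adjusted p = 0.335 with an estimated correlation). The members with the lowest p went both ways, with log2 fold changes of 0.48 for cryba2a, 0.40 for cryba1b, 0.39 for crygm2d13 and -0.49 for crygm2d6, and 0 passed limma's adjustment over the list alone, with 5 higher and 1 lower at an unadjusted p under 0.05.

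Genes of macrophages and microglia, the phagocytes that clear myelin debris, were lower, with a median log2 fold change of -0.37 over 22 genes, of which 21 were negative. The array medians lay between -0.51 and -0.32 against -0.21 to 0.29 in control, and the batch medians were -0.15, -0.43 and -0.59 (camera adjusted p = 4.6e-08, and adjusted p = 0.335 with an estimated correlation). Beside cd74a, the macrophage gene mpeg1.1 had a log2 fold change of -1.40 (standard error 0.35), cd74b -1.12 (standard error 0.36) and laptm5 -0.73 (standard error 0.23). Adjusted over the list alone, 1 gene was lower and 0 higher by limma. Without control replicate 3 the median was -0.17.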

How the results depend on the processing

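Under quantile normalization, median centring, the filter on dim transcript clusters, 1 transcript cluster per gene, an intensity trend, array weights, a batch term and each array left out, limma called 0 transcript clusters at the adjusted p, with 1913 to 7233 at an unadjusted p under 0.05 (not counted for 1 transcript cluster per gene), and the methods' t-test with adjustment called 0 as well. The direction of il7r was kept under each of these, and its log2 fold change of -1.16 did not pass the adjustment over all transcript clusters in any of them, while by the methods' t-test without adjustment it passed, as did 3 of the 4 network genes with it. That test gave 1998 transcript clusters higher and 1407 lower, and the fold criterion with limma's unadjusted p gave 109 and 429. The fold counts of 246 and 831 became 109 and 429 with limma's unadjusted p, 45 and 199 with the methods' t-test, and 42 and 390 with 1 transcript cluster per gene. The count of those higher was 120 among transcript clusters above the median, where fewer were tested, and 388 by the ratio of mean linear signals. With an array left out they ranged from 267 to 513 higher and from 586 to 1591 lower. The lists called by camera, 17 lower and 2 higher, became 0 and 0 with an estimated correlation and 0 and 0 with fry's test for 1 direction, and were 14 to 22 lower and 2 to 3 higher with an array left out. Of 175 named genes, 66 had a p under 0.05 by the methods' t-test, and 0 passed an adjusted p under any alternative. Many of the 175 were named for a low p on these same arrays, which raises that share. Over all transcript clusters it was 4.53%. The clustering difference of 0.023 ranged from -0.12 (without control replicate 2) to 0.23 (without control replicate 1), and turned negative also without control replicate 3 and metronidazole replicate 3. With an array left out, list medians turned for photoreceptors (-0.48 to 0.067, above 0 without metronidazole replicate 1), immune response and inflammation (-0.17 to 0.21, below 0 without metronidazole replicate 1), the cell cycle (-0.43 to 0.0010, above 0 without control replicate 3) and skeletal muscle (-0.21 to 0.16, above 0 without metronidazole replicate 1). Sign changes of genes smaller than their standard error, or of lists not called, were set aside by a choice made after they were seen, and were 20 in 12 of 175 genes and 33 in 12 of 37 lists. Except for the counts that follow from fewer tests or an added p, the cause was not tested. The il7r gene has 1 transcript cluster, so the alternative of another one gave no value. Background values were not used here, so how far dim signals limit a fold was not tested.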

Differences from the paper's values

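At the paper's fold criterion, counted over transcript clusters, no value was more than 1.5 times the paper's or the paper's more than 1.5 times it. The paper's reported counts are 1364 genes in all, 271 higher and 1093 lower, and the values here are 1077, 246 and 831 transcript clusters. The ratio of mean linear signals gave 1300, 388 and 912, and without metronidazole replicate 3 the lower count was 1094. The paper counts genes, and with 1 transcript cluster per gene the counts were 432, 42 and 390, each beyond that margin. So were those with limma's unadjusted p (538, 109 and 429), with the methods' t-test (244, 45 and 199) and for transcript clusters above the median (772, 120 and 652). With an array left out, the margin was passed without control replicate 1 (2092 in all, 501 higher), control replicate 3 (664 lower), metronidazole replicate 1 (426 higher, 586 lower), metronidazole replicate 2 (431 higher) and metronidazole replicate 3 (513 higher). The paper's fold change of il7r is 0.44, against 0.449 here. The array values of il7r in Supplementary Figure 3, read by eye, are about 5.3, about 5.6 and about 6.5 in control, where the values here are 5.21, 5.59 and 6.43, and about 4.6 in each metronidazole array, where they are 4.58, 4.61 and 4.56.

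The paper calls the expression changes and the decrease of il7r significant. Its methods give Student's t test and a p under 0.05 as the general rule, and name no test, threshold or adjustment for the arrays in particular. By limma, il7r had an adjusted p of 0.952, and between 0.401 and 1 under the alternatives, and 0 transcript clusters passed. The methods' t-test without adjustment calls il7r (p = 0.033, where the exact permutation p is 0.1), 1998 transcript clusters higher and 1407 lower, and 45 higher and 199 lower together with the fold criterion. The legend of Supplementary Figure 2A calls its entries GO clusters, and 9 lists here stand for some of them by name. Of these lists, 5 passed camera with the preset correlation, all lower, and 0 with an estimated correlation. The pooled list of phospholipids, ether lipids and sphingolipids passed neither. Nor did those of the renin-angiotensin system, steroid hormones and ABC transporters. Camera on lists written here is another measure than the P values in the paper's figure.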

Other observations

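The lists of myelinating glia, of neurons and of radial glia had small medians on these arrays of whole larvae, with genes going both ways, next to those of gut and skin. The photoreceptor list, also of the nervous system, passed as lower (median -0.21, camera adjusted p = 0.031, and adjusted p = 0.825 with an estimated correlation). The myelin basic protein genes mbpa and mbpb had log2 fold changes of -0.14 (standard error 0.16) and 0.03 (standard error 0.13), where the paper reports lower mbp mRNA in metronidazole-treated larvae at this age by qRT-PCR. Over 22 genes of myelin and myelinating glia the median was 0.03, with 12 positive and 10 negative (camera direction down, adjusted p = 0.80). Among them, mag had a log2 fold change of 0.29, sox10, a transcription factor of oligodendrocytes, 0.25, erbb3b -0.27 and fa2h, an enzyme of myelin lipids, -0.55. The lists of neurons and synapses (25 genes, median -0.00073, camera adjusted p = 0.50) and of radial glia and astroglia (13 genes, median -0.02, camera adjusted p = 0.92) did not pass, and for both the direction of the test was up. The neuronal list passed as higher without metronidazole replicate 1 (median 0.16, adjusted p = 0.0016). For genes that the paper measured by qRT-PCR, the array log2 fold changes were 0.19 for jak1, -0.40 for jak3, 0.24 for stat3, -0.05 for stat5a, -0.08 for stat5b, 0.35 for bcl2a, 0.31 for bcl2b and 0.21 for tnfa, which the paper measured in adults, with limma adjusted p-values of 0.952 or more. The paper reports lower bcl2 mRNA by qRT-PCR and lower BCL2 protein by western blotting in treated larvae at this age. The array standard errors were 0.25 for bcl2a and 0.19 for bcl2b, and for both genes the arrays overlapped between the groups. For jak1, jak3, stat3 and stat5 mRNA the paper found no difference by qRT-PCR. The array value of jak3 had a standard error of 0.15, and each metronidazole array lay below each control array. Of the other partners in Supplementary Figure 4B, jak2a had a log2 fold change of 0.01, jak2b 0.08, tyk2 -0.25, cbl 0.03, cblb 0.38 and il10 0.08, and none passed the adjusted p.

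Genes of inflammation were high in 1 of the 3 metronidazole arrays. In metronidazole 1 the median of the immune response and inflammation list lay 0.65 above the control mean, against -0.32 and -0.08 in metronidazole 2 and 3, and the neutrophil list lay at 0.69 against -0.25 and -0.08. On the same array stat3 was at 9.83 against 8.38 and 8.52, and jak1 at 9.85 against 8.53 and 8.80. The neutrophil gene mmp9, which encodes a matrix protease, had a log2 fold change of 2.02 with a standard error of 1.36. Targets of p53 had a median of 0.25 over 23 genes (camera adjusted p = 0.035, and adjusted p = 0.461 with an estimated correlation), with 0.60 in metronidazole 1 against 0.02 and 0.13, and the call ended without control replicate 1 (median 0.31, adjusted p = 0.174) or metronidazole replicate 1 (median 0.058, adjusted p = 0.566). The neutrophil list over all arrays had a median of 0.01 (camera direction down, adjusted p = 0.92), and passed as lower without metronidazole replicate 1 (median -0.18, adjusted p = 0.016).

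Of the other lists, lymphocytes and thymus passed as lower by camera, with a median of -0.05 over 38 genes (adjusted p = 0.0042, and adjusted p = 0.335 with an estimated correlation), where the thymus chemokine gene ccl25a had a log2 fold change of -1.45 (standard error 0.25). The batch medians of the lymphocyte list were 0.01, -0.12 and -0.17. The median ranged from -0.10 to -0.03 with an array left out, and the call ended without metronidazole replicate 2 (adjusted p = 0.057). The cell cycle list (41 genes, median -0.18, adjusted p = 0.0044, and adjusted p = 0.825 with an estimated correlation) and the photoreceptor list (32 genes, median -0.21, adjusted p = 0.031, and adjusted p = 0.825 with an estimated correlation) also passed as lower. Within the batches the cell cycle medians were 0.16, -0.38 and -0.30. The cell cycle call ended without control replicate 2 (adjusted p = 0.056) or 3 (0.885) or metronidazole replicate 1 (0.089) or 2 (0.123), and the photoreceptor call without control replicate 2 (0.238) or 3 (0.767) or metronidazole replicate 1 (0.144). The JAK/STAT pathway (median 0.02, adjusted p = 0.50), apoptosis (0.11, 0.54), oxidative stress (-0.05, 0.87), heat shock (-0.05, 0.50), skeletal muscle (-0.02, 0.50) and pituitary hormone (0.06, 0.65) lists did not pass. For the JAK/STAT list the direction of the test was down. Without metronidazole replicate 1 the JAK/STAT (-0.06, 0.033) and heat shock (-0.11, 0.013) lists passed as lower and skeletal muscle as higher (0.16, 0.0063), while skeletal muscle passed as lower without control replicate 1 (-0.21, 0.0058) or metronidazole replicate 3 (-0.20, 0.020). The circadian clock list (median 0.31, adjusted p = 0.050) and the red blood cell list (-0.19, 0.080) did not pass, though both did with a batch term (0.014 and 0.044, against 0.532 and 0.651 with a batch term and an estimated correlation), without control replicate 1 (0.0097 and 0.00069) and without metronidazole replicate 3 (0.039 and 0.026), and the clock list without control replicate 2 (0.014), under quantile normalization (0.045) and under median centring (0.040). The clock median was -0.04 without control replicate 3 (0.813), and the red blood cell median -0.0074 without control replicate 2 (0.999).

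The margins of the tests below, the reading of the T cell values, the choice to read a list whose genes go both ways only where the explanation needs all of them to move and the median falls short by more than the SD between genes, and the tests on T cell genes, on leaving out a control array and on the splits for transcript clusters, were chosen after the results were seen. The level of the myelin basic protein genes was weighed first. If the mbp transcript clusters missed a loss of myelinating glia, other genes of mature myelin would have been lower. Their median was -0.115 (standard error 0.10, SD between genes 0.32), from 6 of the 9 genes named for the test. The genes mpz, plp1b and mog were not among the 6. Of the 6, 3 were positive and 3 negative, between -0.55 and 0.29. The median argues against a loss of glia that lowers these 6 genes by 0.5 or more on the log2 scale. A small loss of myelinating glia, or none, is consistent with that value. A fall of mbp mRNA alone was not tested.

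For the lower digestive, liver and ionocyte genes, darkness and fasting were weighed. The methods raise all fish in a cycle of dark and light and treat the larvae with metronidazole in the dark, and do not say separately whether the control larvae stood in the dark on those days. Genes that light induces had a median of -0.614 (standard error 0.38) and of -0.21, -0.28 and -0.99 within the batches, with 12 of 12 negative (camera adjusted p = 0.00082, and adjusted p = 0.461 with an estimated correlation). The median was -0.34 without control replicate 2, -0.36 without metronidazole replicate 1 and -0.99 without metronidazole replicate 2. The median over all arrays met the level that was set for darkness of the treated larvae alone before the data were examined. With its standard error added, a margin chosen afterwards, it just reached the level set for equal light. Darkness of the treated larvae alone therefore cannot be told apart from other causes. Whether darkness would lower the digestive, liver and ionocyte genes was not tested. Fasting would raise most genes of the fasting and gluconeogenesis list. The median of this list was -0.062 (direction of camera up, adjusted p = 0.92) with 12 positive and 14 negative, and 0.04, 0.20 and 0.13 within the batches. The median over all arrays met the level set against fasting before the data were examined, also with its standard error of 0.12 added. By a choice made afterwards, the list was not read as deciding, since its genes went both ways. It also holds the insulin gene ins (-0.73), which fasting would lower. Fasting was therefore left open, though the level set beforehand went against it. A direct effect of metronidazole or of its toxic product may also lower these genes, and no larvae without nitroreductase were on the arrays to test it.

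For il7r, fewer lymphocytes and a single control array were weighed. Without control replicate 3 the log2 fold change of il7r was -0.81 (standard error 0.17), which argues against that array as the whole source, though the fold criterion then fails. Other T cell genes had a median of -0.0045 (SD between genes 0.18), with 5 positive and 5 negative and ccr9a the lowest at -0.49, where a loss of T cells as large as the difference in il7r would lower all of them. Of these 10 genes, 6 lay above every array's median in control, with a median log2 fold change of -0.07 and 0 below -0.5. But tcf7 alone lay above the median of the arrays by as much as il7r differed, and background values were not used. The signal of il7r itself fell from 5.74 to 4.58, through the median of the arrays. This does not show that the other transcript clusters at this level could register a fall. In the wider list of lymphocytes and thymus, which holds il7r, 9 genes were lower and 0 higher at an unadjusted limma p under 0.05. Among them were il2rga at -0.93 and cd247l at -0.64. The 1 gene past limma's adjustment over the list was ccl25a at -1.45 (adjusted p = 0.033). It encodes a thymus chemokine, so its level need not follow the number of lymphocytes. Fewer lymphocytes cannot be told apart from a change within cells, because the T cell genes changed little while genes of the wider list were lower. An effect of metronidazole on il7r itself, or on other cells that express it, stays open. Outside the arrays, the paper reports lower il7r mRNA by qRT-PCR and lower protein in treated larvae at 10 dpf. It also reports lower il7r mRNA in GFP-positive cells sorted from adult brains in equal numbers, which bears on a change within cells.

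Other splits of the 6 arrays were compared with the real one. The 10 splits are too few for a share under 0.05. As many transcript clusters past the fold criterion as the real 1077 came from 3 of the 10 splits, the real one included, and the highest other gave 1765. For limma's adjusted p, 10 of the 10 splits gave as many as the real 0, and the highest other gave 1, while at an unadjusted p under 0.05 the real split gave 3604 and the others 1736 to 7654. For gene lists by camera, 2 of the 10 splits gave as many as the real 19, and the highest other gave 20. The highest other split for the fold criterion and for the lists set control 1 with metronidazole 1 and 3. Among the 4 splits that part the arrays of all 3 batches, the highest other counts were 831 for the fold criterion, 0 for the adjusted p, 4062 for the unadjusted p, above the real 3604, and 18 for the lists, and the remaining 6 splits part the arrays of 1 batch.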
